# Cholesterol Accumulation as a Driver of Hepatic Inflammation Under Translational Dietary Conditions Can Be Attenuated by a Multicomponent Medicine

**DOI:** 10.3389/fendo.2021.601160

**Published:** 2021-03-18

**Authors:** Andrea M. Mueller, Robert Kleemann, Eveline Gart, Wim van Duyvenvoorde, Lars Verschuren, Martien Caspers, Aswin Menke, Natascha Krömmelbein, Kanita Salic, Yvonne Burmeister, Bernd Seilheimer, Martine C. Morrison

**Keywords:** non-alcoholic fatty liver disease, obesity, cholesterol, inflammation, diet-induced, liver, neutrophils, hepar compositum

## Abstract

**Background:**

Non-alcoholic fatty liver disease (NAFLD) is a complex multifactorial disorder that is characterised by dysfunctional lipid metabolism and cholesterol homeostasis, and a related chronic inflammatory response. NAFLD has become the most common cause of chronic liver disease in many countries, and its prevalence continues to rise in parallel with increasing rates of obesity. Here, we evaluated the putative NAFLD-attenuating effects of a multicomponent medicine consisting of 24 natural ingredients: Hepar compositum (HC-24).

**Methods:**

Ldlr-/-.Leiden mice were fed a high-fat diet (HFD) with a macronutrient composition and cholesterol content comparable to human diets for 24 weeks to induce obesity-associated metabolic dysfunction, including hepatic steatosis and inflammation. HC-24 or vehicle control was administered intraperitoneally 3 times/week (1.5 ml/kg) for the last 18 weeks of the study. Histological analyses of liver and adipose tissue were combined with extensive hepatic transcriptomics analysis. Transcriptomics results were further substantiated with ELISA, immunohistochemical and liver lipid analyses.

**Results:**

HFD feeding induced obesity and metabolic dysfunction including adipose tissue inflammation and increased gut permeability. In the liver, HFD-feeding resulted in a disturbance of cholesterol homeostasis and an associated inflammatory response. HC-24 did not affect body weight, metabolic risk factors, adipose tissue inflammation or gut permeability. While HC-24 did not alter total liver steatosis, there was a pronounced reduction in lobular inflammation in HC-24-treated animals, which was associated with modulation of genes and proteins involved in inflammation (e.g., neutrophil chemokine Cxcl1) and cholesterol homeostasis (i.e., predicted effect on ‘cholesterol’ as an upstream regulator, based on gene expression changes associated with cholesterol handling). These effects were confirmed by CXCL1 ELISA, immunohistochemical staining of neutrophils and biochemical analysis of hepatic free cholesterol content. Intrahepatic free cholesterol levels were found to correlate significantly with the number of inflammatory aggregates in the liver, thereby providing a potential rationale for the observed anti-inflammatory effects of HC-24.

**Conclusions:**

Free cholesterol accumulates in the liver of Ldlr-/-.Leiden mice under physiologically translational dietary conditions, and this is associated with the development of hepatic inflammation. The multicomponent medicine HC-24 reduces accumulation of free cholesterol and has molecular and cellular anti-inflammatory effects in the liver.

**Graphical Abstract:**
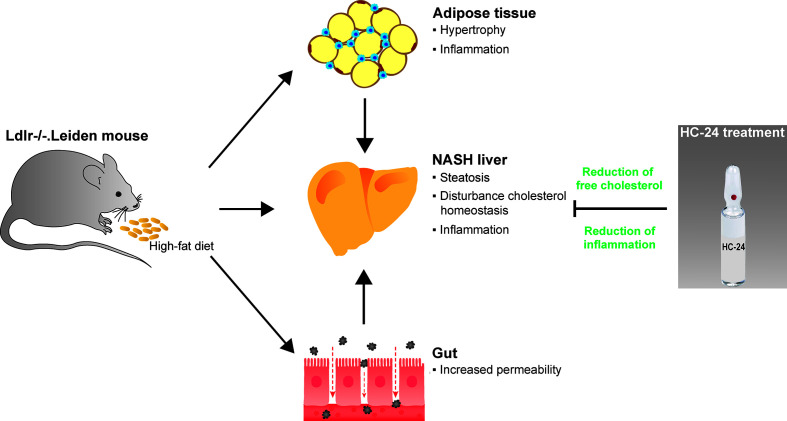
High-fat diet feeding in Ldlr-/-. Leiden mice induces obesity and associated metabolic dysfunction in adipose tissue (hypertrophy and inflammation), gut (increased permeability) and liver (non-alcoholic steatohepatitis; NASH). This NASH development in the liver is characterised by steatosis with disturbed cholesterol homeostasis and an associated inflammatory response, i.e. the infiltration of immune cells such as macrophages and neutrophils. Treatment with the multicomponent medicinal product HC-24 reduces hepatic accumulation of the cytotoxic lipid species free cholesterol and has anti-inflammatory effects in the liver – specifically reducing the infiltration of neutrophils into this tissue.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) encompasses a spectrum of chronic liver disease which ranges from simple steatosis to non-alcoholic steatohepatitis (NASH), the progressive form of the disease which is characterised by hepatic inflammation and fibrosis in addition to steatosis. With a global prevalence of 25%, NAFLD is set to become the most common form of chronic liver disease worldwide (1). It is estimated that this prevalence will continue to increase, along with increasing rates of obesity and type 2 diabetes (2). As a result, NAFLD is projected to become the leading indication for liver transplantation within the next decade (3), especially since there is currently no approved pharmacological therapy for NAFLD. Therefore, there is an immense unmet need for efficacious therapeutics for NAFLD.

It is well accepted that the pathogenesis of NAFLD is multifactorial and also involves metabolic dysfunction in extrahepatic tissues such as the adipose tissue and the gut (4). In the liver, many molecular pathways contribute to the development and progression of the disease (5). An important factor that is thought to drive NAFLD progression from simple steatosis to steatohepatitis is cholesterol (6). It is becoming increasingly clear that accumulation of cholesterol in the liver (especially in its free, unesterified form) is a potent inducer of hepatic inflammation during NAFLD development (7, 8). In NAFLD patients, free cholesterol levels in the liver are associated with disease severity (9, 10), and many rodent models for NASH require dietary cholesterol supplementation to induce liver inflammation [reviewed in (11)]. It remains unclear, however, whether the disturbance of cholesterol homeostasis and the associated inflammatory response observed in humans is replicated in rodent models for NAFLD that use more human-like dietary conditions (i.e., diets with a macronutrient composition and a natural cholesterol content similar to human diets).

Given the multifactorial nature of the disease, it is conceivable that a successful therapy for NAFLD will need a multitarget therapy that targets several aspects of pathogenesis. Hepar compositum (HC-24) is a multicomponent medicinal product consisting of 24 ingredients including plant extracts, bioactive metabolites and animal-derived extracts (full composition shown in **Supplemental Table 1**). It has a long tradition of use as a supportive treatment for hepatic disorders of various origins (12), and there is anecdotal evidence for an effect of HC-24 on cholesterol metabolism (13), which possibly allows modulation of hepatic inflammatory responses. Many components of HC-24 have reported metabolic or anti-inflammatory effects. For instance, *Silybum marianum* (milk thistle) and its main constituent silymarin (rich in flavolignans) (14) have been shown to reduce plasma and liver markers of inflammation in high-fat diet (HFD)-fed mice (15). Similarly, *Taraxacum officinale* (dandelion) extracts have been shown to reduce LPS-induced inflammation in endothelial cells (16) and macrophages (17) and have cholesterol-modulating effects in rodents (18, 19) and type 2 diabetic patients (20). Likewise, *Avena sativa* (oat) is well-known for its anti-inflammatory and its hypocholesterolaemic effects (21).

Since both cholesterol metabolism and the inflammatory response are important interconnected physiological processes that are dysregulated during NAFLD development (8, 22), we questioned whether HC-24 might have beneficial effects in the treatment of NAFLD/NASH. To address this, we investigated the potential metabolic and anti-inflammatory effects of HC-24 in a translational diet-induced mouse model of NAFLD, the Ldlr-/-.Leiden mouse. In response to a HFD with a macronutrient composition and cholesterol content that is comparable to human diets (23–25), Ldlr-/-.Leiden mice develop histopathological characteristics of human NAFLD in the context of an obese phenotype with dyslipidaemia, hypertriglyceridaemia and insulin resistance (26–28) as is typical for a large proportion of NAFLD patients (29–31). In addition, many molecular processes that underlie the pathogenesis in NAFLD patients (both on the level of liver transcriptomics and of plasma metabolomics) are also reflected in the Ldlr-/-.Leiden mouse (32–34). Use of the aforementioned HFD with a translational cholesterol content enabled us to study the potential build-up of cholesterol in livers under physiologically relevant dietary conditions and to investigate the effects of HC-24 on the development of NAFLD.

## Materials and Methods

### Animal Study

The animal experiment was performed in the AAALAC-accredited animal facility at TNO Metabolic Health Research (Leiden, the Netherlands) in accordance with the rules and regulations set forward by the Netherlands Law on Animal Experiments with ethical approval by an independent Animal Welfare Body (IvD TNO; approval number 3682/TNO-210). Animals were group-housed in makrolon cages (2–4 mice/cage) in animal rooms with 50-60% relative humidity, temperature ~21°C and a 7 am to 7 pm light cycle with *ad libitum* access to food and water. Male Ldlr-/-.Leiden mice (age 13–16 weeks) were obtained from the breeding colony at TNO Metabolic Health Research (Leiden, the Netherlands). All animals were kept on a standard rodent maintenance diet until the start of the study (9 kcal% fat, 33 kcal% protein, 58 kcal% carbohydrate; R/M-H, Ssniff Spezialdiäten, Soest, Germany). At the start of the study, one group of mice (chow, n=10) was kept on this maintenance diet as a reference group. The rest of the mice (n=30) were switched to an energy-dense high-fat diet (HFD; 45 kcal% fat from lard, 20 kcal% protein, 35 kcal% carbohydrate; D12451, Research diets, New Brunswick, NJ, USA) to induce obesity, metabolic dysfunction and NAFLD. This diet is characterised by a macronutrient composition that mimics human diets (23–25), and the natural cholesterol content of this diet (approx. 0.02% w/w) was not further increased by addition of supraphysiological amounts of cholesterol. After 6 weeks of HFD feeding, these mice were matched into 2 groups based on body weight, blood glucose and plasma cholesterol levels. From that point onwards, the HFD+vehicle control group was treated with vehicle (saline), and the HFD+HC-24 group was treated with HC-24 (Heel GmbH, Baden-Baden, Germany; full composition shown in **Supplemental Table 1**). Both treatments were provided by intraperitoneal injection 3x weekly (Monday, Wednesday and Friday) at a dose of 1.5 ml/kg body weight. Body weight and food intake were monitored throughout the study. Body composition (lean mass and fat mass, expressed as % of body weight) was determined in the last week of the study (t=24 weeks) by EchoMRI (EchoMRI-LLC, Houston, TX, USA). Fasting (5 h) blood samples for EDTA plasma isolation were collected via the tail vein. *In vivo* gut permeability was assessed in week 23 using an FD4 gut permeability assay as described previously (28). In short, mice were fasted for 5 h after which a baseline blood sample was taken *via* the tail vein. Then, FITC-labeled dextran (three to five kDa FD4; Sigma Aldrich, St. Louis, MO, USA) was administered by oral gavage (900 mg/kg) and 4 h later a second blood sample was collected to determine the plasma FD4 concentration using a fluorometer (FLUOstar Galaxy, BMG labtech, Offenburg, Germany). The fluorescence reading was corrected for autofluorescence using the baseline blood sample. There was no drop out of mice during the study. All mice were terminated (unfasted) by gradual-fill CO_2_ asphyxiation after 24 weeks of chow/HFD feeding. A terminal blood sample for EDTA plasma was collected by cardiac puncture. The epididymal and mesenteric white adipose tissue depots were isolated and weighed and then fixed in formalin and embedded in paraffin for histological analyses. Livers were isolated and weighed, the medial lobe was fixed in formalin and embedded in paraffin for histological analyses, the left lobe was snap-frozen in liquid N_2_ and stored at -80°C for biochemical analyses.

### Plasma Biochemistry

Blood glucose was determined during blood sampling using a hand-held glucometer (Freestyle Freedom Light, Abbott Laboratories, Lake Bluff, IL, USA). Plasma insulin was determined by ELISA (Chrystal Chem Inc., Downers Grove, IL, USA). Plasma lipids (total cholesterol and triglycerides) were assayed in freshly prepared EDTA-plasma using commercially available enzymatic assays (CHOD-PAP and GPO-PAP respectively; Roche Diagnostics, Almere, the Netherlands). Plasma serum amyloid A (SAA) was measured by ELISA (Invitrogen/Thermo Fisher Waltham, MA, USA). Plasma alanine aminotransferase (ALT) was assessed using a spectrophotometric activity assay (Reflotron-plus, Roche Diagnostics). All these analyses were performed according to the manufacturers’ instructions.

### Histological Analysis of Adipose Tissue and Liver

Paraffin-embedded cross-sections (5 μm) of the epididymal and the mesenteric white adipose tissue were stained with hematoxylin-phloxine-saffron and digitised using a slide scanner (Aperio AT2, Leica Biosystems, Amsterdam, the Netherlands). Adipose tissue morphometry (average adipocyte size and adipocyte size distribution) and inflammation (number of crown-like structures; CLS per 1000 adipocytes) were analysed as described previously (35), using the automated image analysis software Adiposoft for morphometry analyses (36) and counting the number of CLS in the same fields used for morphometry analyses. Formalin-fixed and paraffin-embedded cross-sections of the medial liver lobe (3 μm) were stained with haematoxylin and eosin and scored blindly by a board-certified pathologist using an adapted grading method for human NASH (37, 38) as described previously (39). Briefly, two cross-sections/mouse were examined and the level of microvesicular steatosis, macrovesicular steatosis and hepatocellular hypertrophy were determined relative to the liver area analysed (expressed as a percentage). Hepatic inflammation was assessed by counting the number of inflammatory foci per field at a 100× magnification in five non-overlapping fields per specimen, expressed as the number of foci per mm^2^. Analysis of hepatic neutrophil counts was performed by immunohistochemical staining for GR-1 (with FITC-conjugated rat anti-mouse monoclonal antibody 1:1,000, eBioscience/Thermo Fisher; followed by rabbit anti-FITC recombinant monoclonal antibody 1:1,000, Invitrogen/Thermo Fisher; and BrightVision Poly-HRP goat anti-rabbit antibody 1:1, VWR International B.V., Amsterdam, the Netherlands) after enzymatic antigen retrieval using 0.025% pepsin (Sigma Aldrich) in 0.01 M HCl for 15 min at 37°C. Sections were stained with ImmPACT NovaRED HRP substrate (Vector Laboratories, Burlingame, CA, USA) and counterstained with haematoxylin. Neutrophils were quantified by counting the number of GR-1-positive inflammatory foci per field at 100× magnification in five non-overlapping fields per specimen, expressed as the number of positive foci per mm^2^. Analysis of hepatic macrophages was performed by immunohistochemical staining for F4/80 (rat anti-mouse monoclonal antibody 1:500, eBioscience; followed by biotinylated goat anti-rat secondary antibody 1:300, Abcam, Cambridge, UK) after heat-mediated antigen retrieval in sodium citrate buffer pH 6 in a PT link system (both DAKO/Agilent, Amstelveen, the Netherlands) and endogenous peroxidase block with 0.3% H_2_O_2_ in methanol. Sections were stained using Vectastain ABC-HRP Kit and DAB peroxidase substrate (both Vector Laboratories) and counterstained with haematoxylin. Macrophages were quantified by counting the number of F4/80-positive crown-like structures per field at 100× magnification in five non-overlapping fields per specimen, expressed as the number of CLS per mm^2^ as described previously (33).

### Liver Transcriptome Analysis

RNA was isolated from snap-frozen liver tissue samples (left lobe) from all mice using RNA-Bee Total-RNA Isolation Kit (Bio-Connect, Huissen, the Netherlands). RNA concentration was determined spectrophotometrically using Nanodrop 1000 (Isogen Life Science, De Meern, the Netherlands) and RNA quality was assessed using a 2100 Bioanalyzer (Agilent Technologies, Amstelveen, the Netherlands). Then, next-generation RNA sequencing was performed on livers from all mice. For this, RNA was used to generate strand-specific cDNA libraries for Next Generation Sequencing according to the manufacturer’s protocol by GenomeScan B.V. (Leiden, the Netherlands; using oligo-dT magnetic beads, mRNA fragmentation, NEBNext Ultra Directional RNA Library Prep Kit from Illumina, NEB #E7420S/L resulting in 300–500 bp amplified libraries/sample). Libraries were multiplexed, clustered, and sequenced on a NextSeq500 system (Illumina, San Diego, CA, USA, using 1.6 pM of cDNA/sample and NextSeq control software version 2.0.2) with a single-read 75 cycles sequencing protocol, 12 million reads per sample and indexing. Image analysis, base calling, and quality check was performed with the Illumina data analysis pipeline RTA v2.4.11 and Bcl2fastq v2.17. Three mice were excluded as biological outliers (described below under statistical analysis), and one mouse (from the HFD + vehicle group) was excluded as a technical outlier (based on principal component analysis of the sequencing data), resulting in: n=10 chow, n=13 HFD+vehicle, n=13 HFD+HC-24 for further statistical analysis of the sequencing data. The gene expression data is publicly available via the NCBI Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/under accession number GSE163652). The number of differentially expressed genes (DEG) between groups was determined using an established statistical analysis procedure [DEseq2 pipeline (40)]. These DEG were determined using a statistical cut-off of p<0.01 for the following two comparisons: HFD+vehicle vs chow; and HFD+HC-24 vs HFD+vehicle. Next, these DEG were used as an input for an upstream regulator analysis through Ingenuity Pathway Analysis suite (IPA; www.ingenuity.com, accessed 2017). This analysis integrates the expression of a multitude of genes downstream from predefined upstream regulators (e.g., transcription factors, signalling proteins, metabolites) thus allowing summation of multiple (small) gene expression changes to provide information on the predicted activation state of such an upstream regulator. A negative Z-score <-2 indicates a predicted reduction in activity based on the direction of gene expression changes of target genes. A positive Z-score >2 indicates activation of the upstream regulator.

### Quantification of CXCL1 in Liver Tissue

Liver homogenates were prepared from the sinister lobe in ice-cold lysis buffer (50 mM Tris-HCl, 150 mM NaCl, 5mM CaCl_2_, 1% Triton X-100, pH 7.4) supplemented with complete mini protease inhibitor cocktail (Roche). Homogenates were centrifuged and the supernatant was used for CXCL1 determination by ELISA (Mouse CXCL1/KC Quantikine ELISA, R&D systems, Abingdon, UK) according to the manufacturer’s instructions. CXCL1 levels were expressed per mg liver protein, as determined by bicinchoninic acid (BCA) assay (Pierce/Thermo Fisher) in the same homogenates used for CXCL1 analysis.

### Biochemical Analysis of Liver Lipids

Intrahepatic levels of triglycerides, cholesteryl esters and free cholesterol were determined in freshly prepared liver homogenates by high-performance thin-layer chromatography (HPTLC). Lipids were extracted from liver homogenates using methanol and chloroform as described previously (41, 42). After extraction, lipids were separated by high-performance thin-layer chromatography on silica gel 60 plates (0.20 mm). Lipid spots were stained with colour reagent (5 g of MnCl_2_∙4H_2_O, 32 ml of 95–97% H_2_SO_4_ added to 960 ml of CH_3_OH/H_2_O) and triglycerides, cholesteryl esters and free cholesterol were quantified using a Chemidoc Touch imaging system and Image Lab software (both Bio Rad Laboratories, Veenendaal, the Netherlands). Liver lipids were expressed as µg lipid per mg liver tissue.

### Cholesterol Balance Analysis

Whole-body cholesterol balance (i.e., determination of net production or net excretion of cholesterol) was assessed by combining dietary cholesterol intake data with faecal cholesterol excretion data. In week 16 and week 20 of the study, faeces were collected from each cage over a period of 3 or 4 days respectively. Food intake was measured over the same period and dietary cholesterol intake was determined. Faecal neutral sterol and faecal bile acid levels were assessed to determine faecal excretion of cholesterol as described previously (43, 44). Faecal samples were first lyophilized and weighed. For extraction of bile acids, a 5 mg aliquot of faeces was incubated in 1 ml alkaline methanol (3:1 v/v) for 2 h at 80˚C, using nor-hyodeoxycholate as an internal standard. Samples were then diluted in distilled water, mixed and centrifuged. The supernatant was applied to a prepared Sep-Pak C18 solid-phase extraction cartridge (Waters Corporation, Wexford, Ireland) and bile acids were eluted with 100% methanol. Bile acids were derivatized by incubation with trifluoroacetic anhydride and 1,1,1,3,3,3-hexafluoro-2-propanol for 1 h at 60˚C after which they were separated using a 25 m × 0.25 mm capillary gas chromatography column (CP-Sil 5B, Agilent, Santa Clara, CA, USA; temperature programmed from 230°C to 280°C) in a Scion 436-GC gas chromatography system (Scion Instruments, Livingstone, UK) equipped with a flame ionization detector (kept at 300°C). Bile acid derivatives were introduced by split injection (split ratio, 20:1; injector temp 300°C). Quantitation of bile acids (cholic acid, deoxycholic acid, litocholic acid, α-muricholic acid, β-muricholic acid, ω-muricholic acid, and hyodeoxycholic acid) was based on the area ratio of the individual bile acid to the internal standard. Levels of α-muricholic acid were below the lower limit of quantitation and are therefore not reported. For extraction of neutral sterols, a 10 mg aliquot of faeces was incubated in 1 ml alkaline methanol as described for bile acid extraction, using 5α-cholestane as an internal standard. Next, neutral sterols were extracted three times with petroleum ether. The combined petroleum ether layers were then evaporated and the neutral sterols were silylated with DMF Sil-prep after which they were separated by GC using the same column and protocol as for the bile acids. Quantitation of neutral sterols (coprostanol, cholesterol, cholestanol, and lathosterol) was based on the area ratio of the individual neutral sterol to the internal standard. The data from the food intake measurements and the sterol and bile acid excretion analyses was used to calculate net cholesterol production as follows: cholesterol excretion (i.e., bile acid + neutral sterol excretion) – dietary cholesterol intake, expressed as µmol/mouse/day.

### Statistical Analysis

With the exception of the transcriptomics analysis, for which the statistical analysis has been described above, statistical analyses were performed using SPSS Statistics 24.0 (IBM, Armonk, NY, USA). Based on the robust regression and outlier removal test [ROUT (45)] with Q set to 1%, 3 mice (1 in the HFD + vehicle group and 2 in the HFD + HC-24 group) were identified as biological outliers and excluded from statistical analysis. Normal distribution of variables was analysed with the Shapiro-Wilk test, assuming normality at p>0.05. To test equality of variances, Levene’s test of homogeneity of variances was used, assuming equal variances at p>0.05. For normally distributed variables with equal variances, differences between groups were analysed by one-way analysis of variance (ANOVA) followed by one-sided Dunnet’s post-hoc tests. For normally distributed variables with unequal variances, differences between groups were analysed by analysis of variance (Brown-Forsythe) and one-sided Dunnett’s T3 post-hoc tests. The non-parametric Kruskall-Wallis test followed by post-hoc with one-sided Mann-Whitney U tests was used to determine differences between groups for variables that were not normally distributed. Correlation analyses were performed by Spearman’s rank correlation analysis. P-values <0.05 were considered statistically significant. Data are represented as means ± SD.

## Results

### HC-24 Does Not Affect HFD-Induced Obesity, Hyperinsulinaemia, Dyslipidaemia, or Systemic Inflammatory Marker SAA

Ldlr-/-.Leiden mice were fed an energy-dense high-fat diet for 24 weeks to induce obesity, metabolic dysfunction and NAFLD. Relative to a chow-fed reference group, HFD feeding resulted in increased body weight and adiposity (reduced lean mass % and increased fat mass %; **Table 1**). HFD feeding did not affect blood glucose but did result in strongly increased plasma insulin levels (**Table 1**), indicative of reduced insulin sensitivity. Plasma lipids, both total cholesterol and triglycerides (**Table 1**), were strongly increased in HFD-fed mice. In addition, HFD feeding resulted in an increase in the systemic inflammation marker serum amyloid A (SAA; **Table 1**). Treatment with HC-24 from week 6 of HFD feeding until the end of the study did not affect the development of obesity and adiposity, food intake, hyperinsulinaemia, dyslipidaemia, or systemic inflammation (**Table 1**).

**Table 1:** Metabolic risk factors at t=24 weeks.

	Chow	HFD +vehicle	HFD +HC-24
Body weight (g)	35.7 ± 4.1***	49.9 ± 4.8	51.0 ± 3.7
Lean mass (%)	76.8 ± 6.6***	57.3 ± 4.1	55.3 ± 4.3
Fat mass (%)	23.2 ± 6.6***	42.7 ± 4.1	44.7 ± 4.3
Average food intake (kcal/mouse/day)	13.4 ± 0.8	13.4 ± 0.9	13.7 ± 1.0
Fasting blood glucose (mM)	8.0 ± 1.0	7.9 ± 1.0	8.2 ± 0.6
Fasting plasma insulin (ng/ml)	2.1 ± 1.0**	08.8 ± 6.3	10.9 ± 6.5
Fasting plasma cholesterol (mM)	7.3 ± 1.8***	28.8 ± 6.2	28.1 ± 6.0
Fasting plasma triglycerides (mM)	0.9 ± 0.5***	4.5 ± 1.5	04.2 ± 2.1
Plasma serum amyloid A (µg/ml)	3.7 ± 1.5***	14.1 ± 4.9	14.0 ± 4.8

Asterisks indicate significance of difference with HFD + vehicle control group (**p < 0.01, ***p < 0.001). Data shown as mean ± SD.

### Adipose Tissue Hypertrophy and Inflammation, and Gut Permeability Are Not Affected by HC-24

In line with the observed effects on body weight and fat mass, HFD feeding tended to increase the weight of the epididymal white adipose (eWAT) depot and significantly increased the weight of the mesenteric white adipose (mWAT) depot (**Figures 1A, D**). This HFD-induced increase in adipose depot mass was accompanied by an increase in adipocyte hypertrophy in both depots, as shown by an increase in the average adipocyte size and a shift in the distribution of adipocyte sizes towards a reduction in the percentage of smaller adipocytes and an increase in the percentage of large adipocytes (**Figures 1B, C, E, F**). This expansion and hypertrophy of both eWAT and mWAT was associated with adipose tissue inflammation as shown by the increased number of crown-like structures (**Figures 1G, H**). HC-24 treatment did not affect adipose mass, hypertrophy or inflammation in either of the depots studied. Since increased gut permeability is thought to contribute to the progression of NAFLD, we investigated gut permeability with an FD4 test in week 23 of the study. HFD feeding significantly increased the passage of FD4 from the intestinal lumen into the circulation (**Figure 1I**), indicative of increased gut permeability. This was not affected by HC-24 (**Figure 1I**).

**Figure 1:**
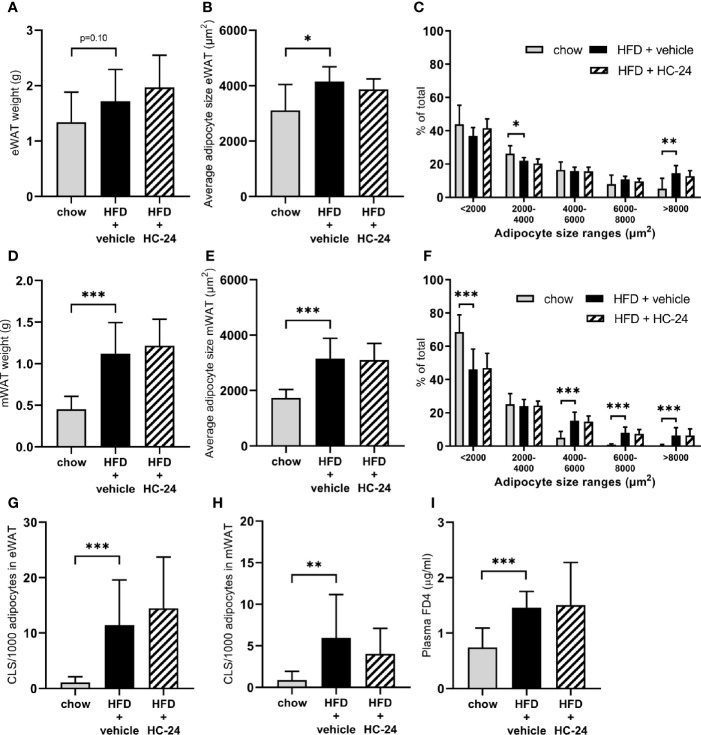
HC-24 does not affect adipose tissue mass, adipocyte hypertrophy or inflammation of epididymal and mesenteric white adipose tissue depots and has no effect on gut permeability in Ldlr-/-.Leiden mice fed a translational HFD for 24 weeks. **(A)** eWAT depot weight. **(B)** Average adipocyte size in eWAT. **(C)** Size distribution of adipocytes in eWAT. **(D)** mWAT depot weight. **(E)** Average adipocyte size in mWAT. **(F)** Size distribution of adipocytes in mWAT. **(G)** Number of CLS per 1,000 adipocytes in eWAT. **(H)** Number of CLS per 1000 adipocytes in mWAT. **(I)** *In vivo* functional gut permeability analysis using the Fluorescein isothiocyanate–labeled dextran (FD4) assay in week 23 of the study. eWAT, epididymal white adipose tissue; mWAT, mesenteric white adipose tissue; CLS, crown-like structure. Data are mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 vs. HFD + vehicle.

### HC-24 Does Not Affect Hepatic Steatosis But Does Significantly Reduce Hepatic Inflammation

At the end of the 24-week study, liver weight was significantly increased in HFD-fed animals relative to chow (**Figure 2A**). This increase in liver weight was accompanied by an increase in plasma alanine aminotransferase (ALT; **Figure 2B**). Neither liver weight nor ALT were affected by HC-24 treatment. Histopathological analysis of NASH (representative images for all groups shown in **Figure 2C**) showed that HFD feeding resulted in pronounced hepatic steatosis (**Figure 2D**), which was roughly half in the macrovesicular form and half in the microvesicular form (**Figures 2E, F**). HC-24 treatment did not affect hepatic steatosis (**Figure 2D**) and did not affect the distribution of steatosis over the macrovesicular and the microvesicular form (**Figures 2E, F**). In line with the observations on hepatic steatosis, hepatocellular hypertrophy was increased by HFD-feeding, and was not affected by treatment with HC-24 (**Figure 2G**). However, quantitative analysis of the number of inflammatory aggregates in the liver showed a significant induction of hepatic inflammation in HFD-fed animals which was strongly and significantly reduced by treatment with HC-24 (**Figure 2H**). Altogether, this histopathological analysis of NASH shows a pronounced increase in steatosis and lobular inflammation in animals fed a HFD with a translational macronutrient composition and cholesterol content, and demonstrates a specific effect of HC-24 on the inflammatory component of the disease.

**Figure 2:**
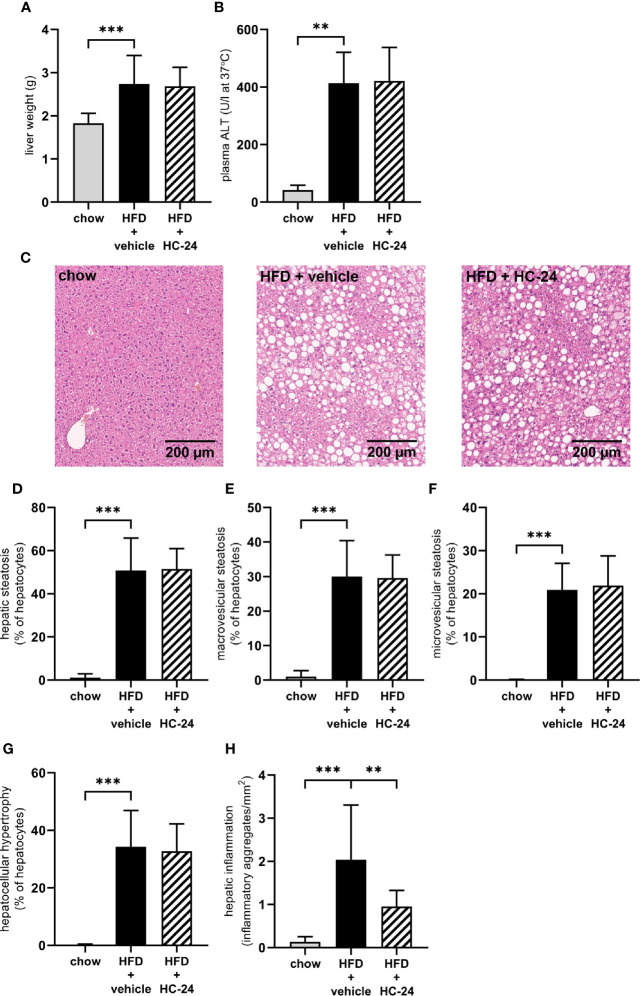
HC-24 treatment does not affect hepatic steatosis but does strongly reduce hepatic inflammation in Ldlr-/-.Leiden mice fed a translational HFD for 24 weeks. **(A)** Liver weight. **(B)** Plasma ALT measured in week 24 of the study. **(C)** Representative photomicrographs of Haemotoxylin and Eosin-stained cross sections of the medial lobe of the liver of chow, HFD + vehicle control and HFD + HC-24 groups. **(D)** Total steatosis. **(E)** Macrovesicular steatosis. **(F)** Microvesicular steatosis. **(G)** Hepatocellular hypertrophy. **(H)** Hepatic inflammation. HFD, high-fat diet; ALT, alanine aminotransferase. Data shown are mean ± SD. **p < 0.01, ***p < 0.001 compared with HFD + vehicle.

### HC-24 Modulates Genes Involved With Inflammation and Lipid Handling

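Liver RNA from 36 male Ldlr-/-.Leiden mice, which lack the LDL receptor and develop obesity and fatty liver on a high-fat diet, was sequenced: 10 mice on chow (9 kcal% fat), 13 on HFD (45 kcal% fat) with vehicle injections and 13 on HFD with HC-24. The diets lasted 24 weeks, and HC-24, a medicine made of 24 ingredients, or vehicle was injected at 1.5 ml/kg, 3 times per week, for 18 weeks after 6 weeks of HFD. Transcripts of the targeted gene Ldlr (chromosome 9 of GRCm38, 21723483 to 21749919) were counted in every mouse. They lay at 438 ± 158 CPM (counts scaled to equal library size; SD, n = 10) in chow, 390 ± 94.4 (SD, n = 13) in HFD + vehicle and 453 ± 146 (SD, n = 13) in HFD + HC-24, so the counts over the whole gene do not show the deletion.
The authors trimmed single reads of 75 bases with Trimmomatic, aligned them with STAR and counted reads per gene with HTSeq. The raw counts per gene they deposited are the values used here. Total gene counts were 6603915 to 10328987 (median 8486999) in chow livers, 8642388 to 16513873 (median 10265283) in HFD + vehicle and 7674796 to 23025931 (median 11044522) in HFD + HC-24, with a median of 10.3 in units of 1e6, where the paper states 12 such units of reads per sample; the values here use the gene counts. In 5 libraries over 8% of reads lay outside annotated features, up to 12.25%: chow 2 and 5, HFD + vehicle 11 and 14 and HFD + HC-24 29.
The 13052 genes with enough counts (filterByExpr, minimum count 10) were normalized by TMM and tested with edgeR's quasi-likelihood test in 1 model of the 3 groups, with Benjamini-Hochberg adjustment. Genes were also grouped into 41 lists fixed before the data were examined, such as cholesterol synthesis or macrophages, and each list was compared with all other genes by camera. The HFD + vehicle mice take part in both the diet and the HC-24 comparison. No paired analysis was possible because each mouse belonged to a single group and gave a single liver.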

To investigate the molecular processes that may underlie the observed anti-inflammatory effects of HC-24 in the liver, we performed a hepatic gene expression analysis using genome-wide RNA sequencing. This gene expression profiling was followed by an upstream regulator analysis which predicts the activation state of key regulatory factors (e.g., cytokines, transcription factors, metabolites) based on the expression pattern of genes downstream from this factor. As expected and in line with histopathologically observed changes in the liver, HFD feeding resulted in gene expression changes related among others to lipid metabolism and inflammation (modulated upstream regulators shown in **Supplemental Table 2**). 

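In HFD + vehicle livers, 2230 of 13052 tested genes were higher and 1701 were lower than in chow livers at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), and 886 of them changed more than 2-fold. Most measured genes of the macrophage, cytokine, fibrosis and lipid droplet lists rose, and 8 of 15 genes of xenobiotic metabolism fell. Of 10 genes of lipid-associated macrophages, cells that take up lipid in fatty tissue, 9 rose and none fell (9 when adjusted over the list alone). Gpnmb, a membrane glycoprotein of these cells (chromosome 6 of GRCm38, 49036546 to 49070929), lay at 0.205 ± 0.26 CPM (SD, n = 10) on chow and 6.92 ± 5.05 (SD, n = 13) on HFD, a log2 fold change of 5.10 (SE 0.64, adjusted p = 2.04e-07 from edgeR). Mmp12, the macrophage elastase, and Trem2, a lipid-sensing receptor, had log2 fold changes of 4.60 (SE 0.53) and 3.46 (SE 0.41). Of 14 Kupffer cell and macrophage genes, 13 rose (14 when adjusted over the list alone), among them Cd5l, a protein that macrophages secrete, with 1.61 and Adgre1, which encodes F4/80, with 1.37. As sets, both lists were higher with camera (adjusted p = 2.76e-10 and 2.86e-11), but each had an adjusted p = 0.0774 with an estimated correlation.
Of 19 genes of cytokine and innate signalling, 14 rose and none fell (14 when adjusted over the list alone). Il1rn, the IL-1 receptor antagonist, had a log2 fold change of 2.11. The values were 1.97 for the leukocyte adhesion molecule Vcam1 and 1.77 for the innate immune receptor Tlr2. This cytokine list had a camera adjusted p = 8.71e-12 (adjusted p = 0.0774 with an estimated correlation). Of 13 chemokines, 9 rose and 2 fell (as many when adjusted over the list alone). Ccl2, which attracts monocytes, went from 1.02 ± 0.583 CPM (SD, n = 10) to 3.62 ± 1.76 (SD, n = 13), and Cxcl10, which attracts T-cells, had a log2 fold change of 1.49 (SE 0.30, adjusted p = 0.000179). The 2 that fell, Ccl9 and Cxcl13, were named after their values were seen. The chemokine list had a camera adjusted p = 0.00183 (adjusted p = 0.165 with an estimated correlation). Of 23 interferon-response genes, 13 rose (16 when adjusted over the list alone), such as Ifi44 with 1.95 and the antiviral enzyme Oas1a with 1.68 (camera, adjusted p = 2.82e-05, and adjusted p = 0.299 with an estimated correlation). Of 19 genes of fibrosis and stellate cells, 17 rose (17 when adjusted over the list alone), such as the collagens Col1a2 with 2.20 and Col3a1 with 1.95 (camera, adjusted p = 1.12e-11, and adjusted p = 0.107 with an estimated correlation).
Of 15 genes of lipid droplets and fatty acid uptake, 12 rose and 1 fell (as many when adjusted over the list alone). Apoa4, an apolipoprotein that fatty livers secrete, had a log2 fold change of 2.51 (SE 0.34, adjusted p = 7.17e-07), and Plin2, a coat protein of lipid droplets, went from 498 ± 156 to 828 ± 185 CPM. The fatty acid transporter Cd36 rose by 0.83 on the log2 scale, and G0s2, an inhibitor of lipolysis, fell by 0.48. This list had a camera adjusted p = 2.39e-05 (adjusted p = 0.107 with an estimated correlation). Of 21 genes of fatty acid and triglyceride synthesis, 5 rose, 3 fell and 13 did not pass (8 and 4 when adjusted over the list alone; camera, adjusted p = 0.381). The elongase Elovl5 rose by 0.85 and Acaca, the first enzyme of the pathway, by 0.59, while Mlxipl, which encodes the glucose-sensing factor ChREBP, fell by 0.80. The others that passed, Scd2, Fads2, Pnpla3, Agpat2 and Dgat1, include genes named after their values were seen. Fasn, the fatty acid synthase, had 0.08 (SE 0.24, adjusted p = 0.827). Of 21 fatty acid oxidation genes, 3 rose (Fgf21, Vnn1 and Cpt1a) and 3 fell (Acot1, Cyp4a10 and Cpt2, the last named after its value was seen; 3 and 2 when adjusted over the list alone). The median of that list was −0.09, while the direction of its set test was up (camera, adjusted p = 0.939).
Of 15 genes of xenobiotic metabolism, 8 fell and 1, Cyp2b9, rose (as many when adjusted over the list alone). Ces2a, a carboxylesterase (chromosome 8 of GRCm38, 104734003 to 104741634), fell from 451 ± 68.3 to 109 ± 36.6 CPM and had the smallest adjusted p of all genes, 7.55e-13 (log2 fold change −2.05, SE 0.14). The cytochromes Cyp3a11 and Cyp1a2 fell by 1.76 and 1.58 on the log2 scale (camera, adjusted p = 1.03e-08, and adjusted p = 0.0193 with an estimated correlation). Of 18 acute-phase genes, 10 rose (10 when adjusted over the list alone). Lcn2, which binds iron carriers of bacteria, rose by 4.52 (SE 0.67) and Saa1, serum amyloid A, by 3.89 (SE 0.79). Of all vehicle livers, library 21 held the most Saa1, 14420 CPM, and the next 439.1; without it the log2 fold changes of Lcn2 and Saa1 were 3.05 and 1.30. The acute-phase list had a camera adjusted p = 0.00719 (adjusted p = 0.556 with an estimated correlation).
Without library 21 the number of changed genes was 4132, and without the 5 libraries with over 8% of reads outside annotated features it was 4084. Camera with its preset correlation of 0.01 called 24 of 41 lists. With an estimated correlation 2 of these calls hold. A permutation test over mice of the mean log2 CPM of each list gave the 24 lists adjusted p of 5.86e-05 to 0.0258.

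**Figure D1:**
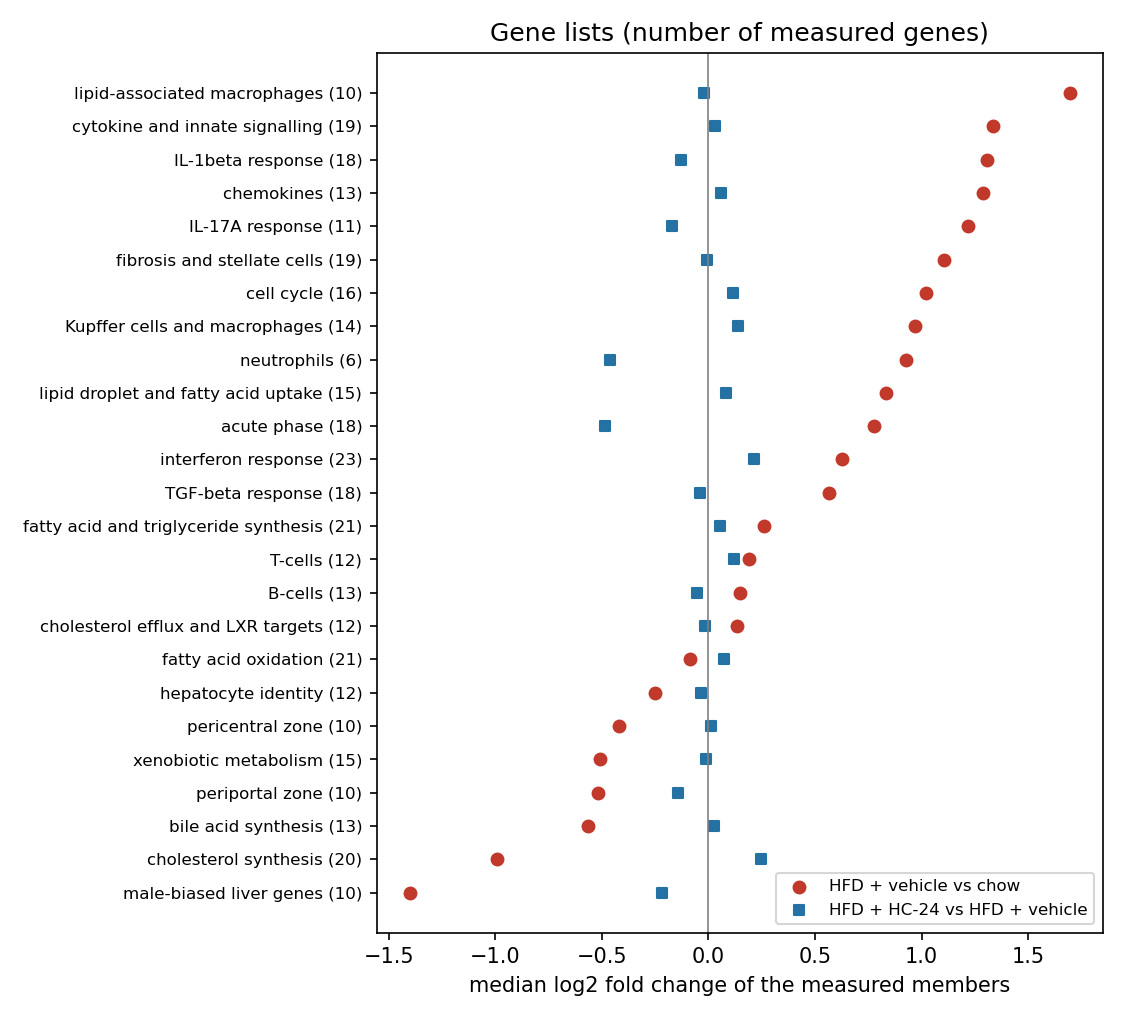
Median log2 fold change of the measured members of gene lists, HFD + vehicle against chow (13 and 10 mice) and HFD + HC-24 against HFD + vehicle (13 and 13 mice). A selection of the lists is shown, on the vertical axis. Among the lists shown, the diet medians run from −1.40 for male-biased genes to 1.69 for lipid-associated macrophages. Those for HC-24 lie between −0.49 for acute-phase genes and 0.25 for cholesterol synthesis.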

The metabolite “cholesterol” was identified as a significantly modulated upstream factor (i.e., there was a predicted HFD-dependent increase in hepatic cholesterol based on gene expression patterns downstream from cholesterol). 

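Genes of cholesterol synthesis fell on HFD: 18 of 20 measured members were lower and none was higher (18 when adjusted over the list alone), with a median log2 fold change of −0.99. Hmgcr, the rate-limiting reductase (chromosome 13 of GRCm38, 96648967 to 96670936), fell from 135 ± 69.2 CPM (SD, n = 10) to 67.5 ± 37.2 (SD, n = 13; edgeR, adjusted p = 0.00282). Sqle, squalene epoxidase (chromosome 15 of GRCm38, 59315077 to 59331192), had a log2 fold change of −1.44 (SE 0.37, adjusted p = 0.00239). Tm7sf2, a sterol reductase, fell by 1.32 (SE 0.14, adjusted p = 7.21e-09). Sc5d and Dhcr24, named after their values were seen, did not pass. The list had a camera adjusted p = 1.3e-12 (adjusted p = 0.137 with an estimated correlation).
Of 11 genes of cholesterol sensing and uptake, 3 rose and 5 fell (as many when adjusted over the list alone; camera, adjusted p = 0.512). Among those that fell were Srebf2, the factor that drives cholesterol synthesis (−0.45, SE 0.14, adjusted p = 0.0146), its escort protein Scap (−0.53), the retention protein Insig1 (−0.60), Pcsk9 (−0.52) and Stard4, and those that rose were Mylip, Npc2 and Insig2; Stard4 and Insig2 were named after their values were seen. Of 12 genes of cholesterol efflux and LXR targets, 5 rose and none fell (5 when adjusted over the list alone). Abcg1, an efflux transporter, rose from 10.7 ± 2.84 to 28.8 ± 8.79 CPM, and Mylip, which targets the LDL receptor for degradation, had a log2 fold change of 0.93. Abcg5 and Abcg8, which form the sterol transporter into bile (chromosome 17 of GRCm38), rose by 0.43 (SE 0.16) and 0.50 (SE 0.16), and Lpl by 1.36. The efflux list had a camera adjusted p = 0.0192 (adjusted p = 0.107 with an estimated correlation).
Soat1, which esterifies cholesterol (chromosome 1 of GRCm38, 156424525 to 156474331), rose from 5.48 ± 0.772 to 14.4 ± 3.20 CPM (log2 fold change 1.40, SE 0.13, adjusted p = 4.75e-10), and Nceh1, a cholesterol ester hydrolase, rose by 0.49. Of the 5 genes of esterification and hydrolysis these 2 rose and none fell (2 and 1 when adjusted over the list alone). The esterification list had a camera adjusted p = 0.0462 (adjusted p = 0.107 with an estimated correlation). Without the 5 libraries with over 8% of reads outside annotated features, its camera adjusted p was 0.0983. Of 13 genes of bile acid synthesis, 10 fell and none rose (10 when adjusted over the list alone). Cyp7a1, the first enzyme of the classic pathway (chromosome 4 of GRCm38, 6265612 to 6275633), fell from 96.4 ± 37.2 to 24.3 ± 19.2 CPM (log2 fold change −1.98, SE 0.32, adjusted p = 1.06e-05), and Cyp27a1 fell by 0.82. The bile acid list had a camera adjusted p = 8.26e-07 (adjusted p = 0.0962 with an estimated correlation).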

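Between HFD + HC-24 and HFD + vehicle livers, 0 of 13052 genes passed an adjusted p of 0.05 with edgeR; the smallest adjusted p was 0.263. At an unadjusted p under 0.05 there were 234 genes, where chance alone gives 653. DESeq2 called 1 gene, Mcf2l, and had 229 at an unadjusted p under 0.05, and limma voom called 0 and had 647.
At an unadjusted p under 0.01, 30 genes were lower and 7 higher with HC-24, where chance gives 131. Mcf2l, an exchange factor of Rho GTPases (chromosome 8 of GRCm38, 12873806 to 13020905), lay at 0.462 ± 0.264 CPM (SD, n = 13) with HC-24 and 1.51 ± 1.44 (SD, n = 13) with vehicle, a log2 fold change of −1.60 (SE 0.35, p = 4.02e-05). Other lower genes were Prtn3, a protease of neutrophil granules (−3.96, SE 0.85), Saa2, a serum amyloid A (−3.31, SE 0.75), the acute-phase protein Orm2 (−1.76, SE 0.49) and the citrate transporter Slc13a5 (−1.67, SE 0.46). The higher genes were led by the long noncoding RNA Pvt1 (chromosome 15 of GRCm38, 62037986 to 62378096), with 0.59 (SE 0.18, p = 0.00227), the transcription factor Klf2, which responds to blood flow in endothelium, with 0.31 (p = 0.00352), and the interferon-induced Ifit3b with 0.52 (p = 0.00586).
In HFD + vehicle library 21 Prtn3 lay at 108.8 CPM, Saa2 at 14960, Orm2 at 985.6 and Slc13a5 at 28.88, against at most 4.457, 224.1, 85.56 and 2.28 in the other vehicle livers. Without that library, 17 genes had an unadjusted p under 0.01, and 9 of these were shared with the 37 above: Mcf2l (−1.23, p = 0.000164), Pvt1 (0.55), Klf2 (0.28), Cmc2 (0.35) and the sterol transporter gene Abcg8 (−0.44, p = 0.00531), and, named after their values were seen, Rps27rt, Rfesd, Pbx3 and Gmeb1. The number was 78 without the 5 libraries with over 8% of reads outside annotated features, 121 with limma voom and 230 over every gene with a count.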

HC-24 treatment significantly affected the expression of distinct genes in the liver (full list shown in **Supplemental Table 3**). In line with the observed anti-inflammatory effect of HC-24 on the histological level, HC-24 modulated several inflammation-related genes, such as *Socs3* and *Gzma* and the neutrophil-attracting chemokine *Cxcl1*. 

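Cxcl1 and Socs3 were lower and Gzma was higher with HC-24 at an unadjusted p under 0.01, and none of the 3 passed after adjustment over all genes (edgeR, adjusted p = 1 for Cxcl1 and Socs3 and 0.86 for Gzma). Cxcl1, the chemokine that draws neutrophils (chromosome 5 of GRCm38, 90891241 to 90893115), lay at 10.0 ± 4.34 CPM (SD, n = 10) in chow, 25.1 ± 21.0 (SD, n = 13) in HFD + vehicle and 15.0 ± 4.14 (SD, n = 13) in HFD + HC-24 livers. It rose on HFD (log2 fold change 1.32, SE 0.28, adjusted p = 0.000291) and had −0.73 with HC-24 (SE 0.24, p = 0.00435). Socs3, a feedback inhibitor of cytokine signalling (chromosome 11 of GRCm38, 117966079 to 117970047), lay at 11.0 ± 4.79, 16.6 ± 15.7 and 8.93 ± 2.58 CPM in the same groups. Its log2 fold change was 0.59 on HFD (SE 0.29, adjusted p = 0.123) and −0.88 with HC-24 (SE 0.27, p = 0.00211). Gzma, granzyme A of cytotoxic lymphocytes (chromosome 13 of GRCm38, 113093825 to 113100981), had 0 to 5 counts per mouse in chow, 1 to 12 in HFD + vehicle and 1 to 89 in HFD + HC-24, below the filter for testing. Fitted over every gene with a count, its log2 fold change was 1.01 on HFD (p = 0.105) and 1.36 with HC-24 (SE 0.44, p = 0.00383).
In vehicle library 21, Cxcl1 lay at 91.78 CPM and Socs3 at 67.34, and the next highest vehicle livers at 35.56 and 17.37. Without it the vehicle means were 19.5 ± 6.53 and 12.3 ± 3.94 CPM, and the log2 fold changes with HC-24 were −0.37 (p = 0.039) for Cxcl1 and −0.46 (p = 0.0194) for Socs3. Gzma reached 7.433 CPM in HC-24 library 37 and at most 1.543 in the other HC-24 livers, and without that library its log2 fold change was 0.62 (p = 0.0987). With limma voom the HC-24 values were −0.34 (p = 0.0405), −0.43 (p = 0.0344) and 0.57 (p = 0.194) for Cxcl1, Socs3 and Gzma.
Of the 50 genes that the paper's Supplemental Table 3 lists, 30 had enough counts to be tested, all 30 in the same direction here, and 23 of them, 16 lower and 7 higher, had an unadjusted p under 0.01. Without library 21 that number was 11, and all 30 kept their direction. Cxcl1 and Socs3 then went from −0.73 to −0.37 and from −0.88 to −0.46. Other estimates moved little while their p passed 0.01, such as Ifit3b, from 0.52 to 0.47 (edgeR, p = 0.0112), and Mrm1, from 0.338 to 0.325 (p = 0.0105).

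**Figure D2:**
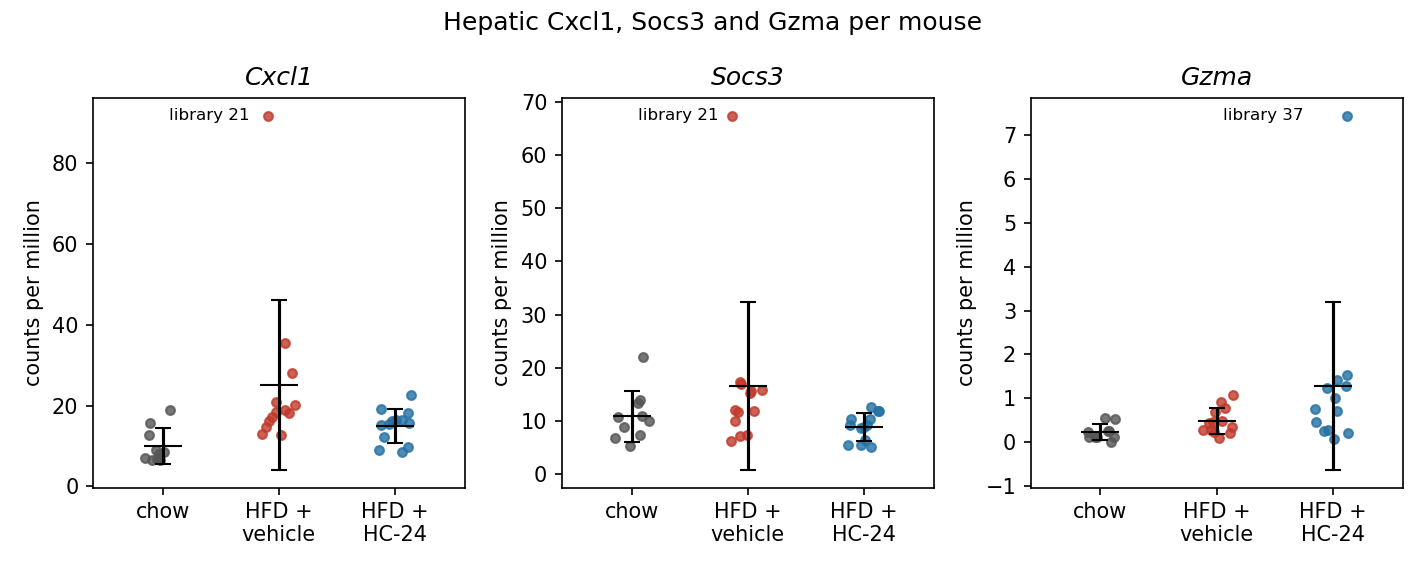
CPM of Cxcl1, Socs3 and Gzma in each liver of the chow (10), HFD + vehicle (13) and HFD + HC-24 (13) groups, with the mean and SD as bars. Vehicle library 21 stands at 91.78 CPM for Cxcl1 and 67.34 for Socs3, and HC-24 library 37 at 7.433 for Gzma, each apart from the rest of its group.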

Results from the upstream regulator analysis revealed further inflammation-modifying effects of HC-24, showing significant overlap with genes downstream of TGF-β, IL-17A, and IL-1β (**Supplemental Table 4**). 

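With HC-24, no member of the TGF-β, IL-17A or IL-1β response lists passed the test over all genes. When adjusted over the list alone, 0 of 18 TGF-β, 2 of 11 IL-17A and 5 of 18 IL-1β genes were lower and none was higher. The genes with the smallest p were Lcn2, Cxcl1 and S100a8 in the IL-17A list and Saa2, Saa1 and Socs3 in the IL-1β list. Lcn2, which neutrophils and hepatocytes release, had a log2 fold change of −1.70 with HC-24 (SE 0.52, p = 0.00214 from edgeR), and S100a8, a calcium-binding protein of neutrophils, had −0.74 (p = 0.0479). Lcn2 lay at 1995 CPM in vehicle library 21 and at most 175.8 in the other vehicle livers, and without that library the log2 fold change was −0.24 (p = 0.432) for Lcn2, −0.37 (p = 0.039) for Cxcl1 and −0.22 (p = 0.461) for S100a8. The median over the IL-1β list was −0.13 (camera, adjusted p = 0.0314, and adjusted p = 0.708 with an estimated correlation; 0.634 with camera without library 21). It was −0.17 over the IL-17A list (camera, adjusted p = 0.126) and −0.04 over the TGF-β list (adjusted p = 0.638). In the TGF-β list Fn1, fibronectin, had −0.23 (p = 0.104) and Tgfb1 itself 0.12 (p = 0.232) with HC-24. Il1b had 0.08 (SE 0.27, p = 0.78), and Il17a had 0 counts in all 36 mice.
The same lists rose on HFD. Of the TGF-β genes 11 rose and none fell (13 when adjusted over the list alone), led by the matrix protein Thbs1, with a log2 fold change of 1.86 (SE 0.22), and Serpine1, the plasminogen activator inhibitor, with 2.92 (SE 0.38, adjusted p = 2.79e-07). This list held with an estimated correlation (camera, adjusted p = 6.43e-07, and adjusted p = 0.0426 with an estimated correlation). Of the IL-1β genes 11 rose and 1, Sod2, named after its value was seen, fell (12 and 1 when adjusted over the list alone), and Icam1, an adhesion molecule, had 1.34 (camera, adjusted p = 1.2e-07, and adjusted p = 0.0774 with an estimated correlation). Of the IL-17A genes 7 rose (7 when adjusted over the list alone), such as Tnfaip3, an inhibitor of NF-κB, with 1.66 (camera, adjusted p = 0.000178, and adjusted p = 0.141 with an estimated correlation).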

Notably, this analysis also demonstrated significant inactivation of the upstream regulator cholesterol, suggesting reduced levels of cholesterol in the liver in HC-24 treated animals.

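Genes of cholesterol synthesis tended upward with HC-24: 19 of 20 had a positive log2 fold change, with a median of 0.25, and none passed, over all genes or when adjusted over the list alone (0 in both). Hmgcs1, which makes the HMG-CoA that Hmgcr reduces, had 0.49 (SE 0.23, p = 0.0352 from edgeR, 498 ± 208 CPM against 354 ± 140, SD, n = 13 each). Fdft1, squalene synthase, had 0.35 (p = 0.0625), Idi1, an isomerase of the pathway, 0.53 (p = 0.0858), Sqle 0.50 (p = 0.152) and Hmgcr 0.20 (p = 0.414). The list had a camera adjusted p = 1.47e-09 (adjusted p = 0.708 with an estimated correlation). The mean log2 CPM of its members differed by 0.28 (95% CI −0.10 to 0.66, permutation test, two-sided, p = 0.135).
The sterol transporter genes Abcg5 and Abcg8 had −0.33 (p = 0.0291) and −0.40 (SE 0.15, p = 0.00984) with HC-24, from 93.5 ± 35.6 CPM of Abcg8 with vehicle to 71.0 ± 15.8. The efflux and LXR target list had a camera adjusted p = 0.454. Cyp8b1, which sets the share of cholic acid, had 0.47 (p = 0.0158) and Cyp7a1 0.24 (p = 0.433), in a bile acid synthesis list with an adjusted p = 0.222. Scarb1, the HDL receptor, had −0.20 (p = 0.0989) and Srebf2 0.12 (p = 0.369). The sensing and uptake list and the esterification list had camera adjusted p of 0.643 and 0.621. In these 4 lists too, 0 genes passed when adjusted over the list alone. From its upstream regulator result, the paper proposes that cholesterol in the liver was reduced in HC-24-treated mice. It also measured liver lipids biochemically and reports less free cholesterol with HC-24, and a lower net production of cholesterol in the body. Those measurements were not analysed here.

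**Figure D3:**
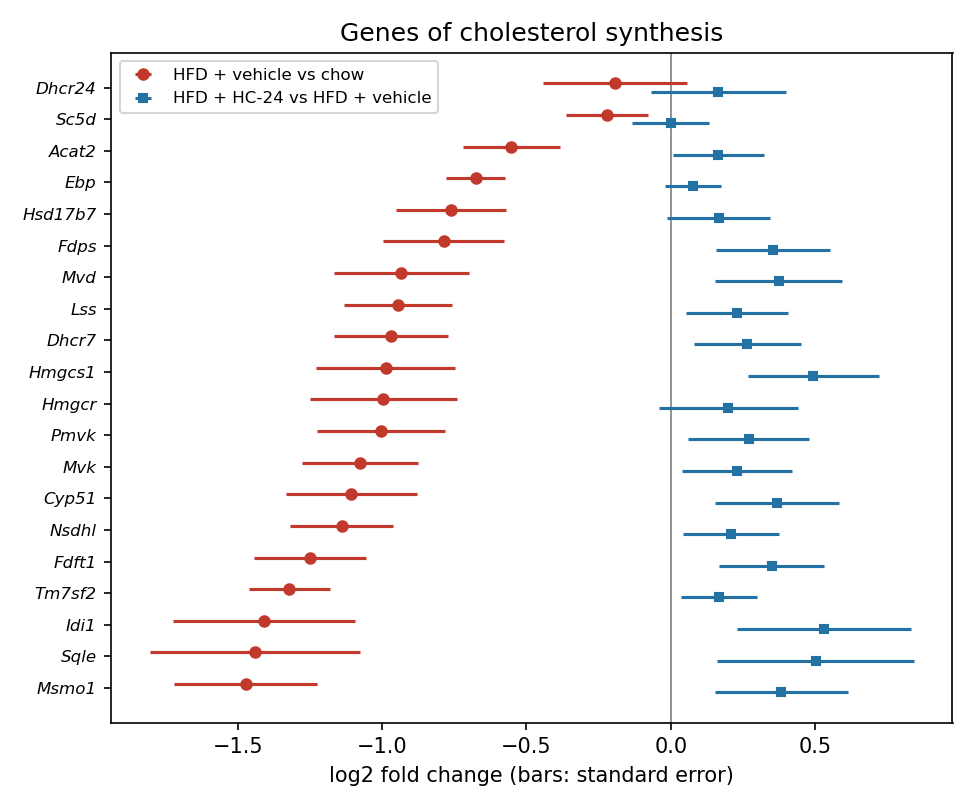
Log2 fold change with its SE for each of the 20 measured genes of cholesterol synthesis, HFD + vehicle against chow and HFD + HC-24 against HFD + vehicle. All 20 lie below 0 on HFD, and 19 of 20 lie above 0 with HC-24.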

### HC-24 Lowers Liver CXCL1 Levels and Subsequent Neutrophil Infiltration Without Affecting Other Immune Cell Types

To investigate whether the anti-inflammatory effect of HC-24 was indeed linked to an effect on neutrophil infiltration in the liver as suggested by the gene expression data, we measured CXCL1 protein levels in the liver (**Figure 3A**). In line with the observed modulation of *Cxcl1* gene expression, CXCL1 levels were low in chow-fed mice and significantly increased in HFD+vehicle controls. HC-24 treatment significantly lowered the levels of CXCL1 in liver tissue. Immunohistochemical staining of the neutrophil marker GR-1 followed by quantification of the number of GR-1-positive cell clusters in the liver (**Figure 3B**, with representative images shown in **Figure 3C**) further corroborated this effect: GR-1-positive cell aggregates were almost completely absent in chow controls, and their counts were significantly increased by HFD-feeding. Treatment with HC-24 significantly lowered the number of GR-1-positive cell aggregates in the liver, in line with the observed reduction in *Cxcl1* gene and protein expression. To explore whether HC-24 affects neutrophil infiltration exclusively or has a broader effect on immune cell infiltration in general, we analysed the transcriptome dataset using previously described immune cell-type specific gene sets that allow assessment of the presence of particular leukocytes in a tissue (46, 47). This analysis revealed that while there was an increased presence of B-cells and T-cells in HFD-fed mice relative to chow controls, this was not affected by HC-24 treatment (B-cells: HFD + vehicle vs. chow: −log(p-value) = 2.4, HFD + HC-24 vs HFD + vehicle: non-significant; T-cells: HFD + vehicle vs. chow: −log(p-value) = 2.3, HFD + HC-24 vs. HFD + vehicle: non-significant). In addition, we performed an immunohistochemical analysis of the macrophage marker F4/80, followed by quantification of F4/80-positive crown-like structures in liver (**Figure 3D**, with representative images shown in **Figure 3E**) to assess potential effects of HC-24 on this immune cell subset. 

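Among 13 measured B-cell genes, 2 rose, 1 fell and 10 did not pass on HFD, and among 12 T-cell genes 3 rose, 1 fell and 8 did not (2 and 1, and 3 and 2, when adjusted over the list alone). The B-cell adaptor Blnk rose from 2.47 ± 1.41 CPM (SD, n = 10) to 4.66 ± 1.68 (SD, n = 13; log2 fold change 0.94, SE 0.22, adjusted p = 0.000951 from edgeR) and the scaffold Bank1 by 0.70, while the IgM heavy chain Ighm fell by 1.10 (SE 0.36, adjusted p = 0.0186). Of the T-cell genes the costimulator Icos rose by 0.79, Cd8a, the coreceptor of cytotoxic T-cells, by 1.58 and the transcription factor Tcf7 by 0.37, and Cd4 fell by 1.17. Without the 5 libraries with over 8% of reads outside annotated features, Ighm had −0.55 (adjusted p = 0.247) and Cd8a 1.32 (adjusted p = 0.102).
The mean log2 CPM over the B-cell list differed by 0.16 between HFD + vehicle and chow (95% CI −0.38 to 0.70, permutation test, two-sided, p = 0.513) and by −0.05 between HC-24 and vehicle (−0.42 to 0.32, p = 0.777). With single mice left out, the B-cell difference on HFD ran from 0.05, without chow 10, to 0.31 (p = 0.161), without chow 2, and was 0.24 (p = 0.32) without vehicle 21, and with HC-24 it ran from −0.13, without vehicle 21, to 0.01. Over the T-cell list the difference was 0.21 on HFD (−0.04 to 0.46, p = 0.099) and 0.06 with HC-24 (−0.24 to 0.37, p = 0.68); without chow 2 the HFD value was 0.25 (p = 0.0487), and without HC-24 37 the HC-24 value was −0.02 (p = 0.879). By camera both lists had an adjusted p = 0.543 on HFD, and 0.638 (B-cells) and 0.424 (T-cells) with HC-24. Without the receptor chain genes Trac, Trbc1 and Trbc2 the T-cell difference on HFD was 0.22 (permutation p = 0.039).
The neutrophil list holds 16 genes, and 6 of them had enough counts to be tested, so it is a limited gauge of these cells. Of the 6, 4 rose on HFD (5 when adjusted over the list alone, and camera, adjusted p = 0.246). Among them were the receptors Csf3r by 0.83 and Itgam by 0.95, S100a9 by 1.22 (SE 0.43, adjusted p = 0.0289) and Prtn3 by 3.50 (SE 0.95, adjusted p = 0.00453). Vehicle library 21 had 13.3 CPM of S100a9 and the next vehicle liver 4.035; without that library the log2 fold change of S100a9 was 0.68 (adjusted p = 0.131). It had 108.8 CPM of Prtn3 and the next vehicle liver 4.457; without it Prtn3 lies below the filter, with a vehicle mean of 1.07 ± 1.13 CPM against 0.806 ± 0.528 on chow. With HC-24 the neutrophil list had a median of −0.46, 1 lower gene when adjusted over the list alone and a camera adjusted p = 0.051, and 0.693 without library 21. Of 5 NK and cytotoxic cell genes, 3 rose on HFD (3 when adjusted over the list alone), such as the receptor Klrk1 by 1.04 (camera, adjusted p = 0.0475, and adjusted p = 0.287 with an estimated correlation). Of 6 dendritic cell genes, 4 rose (4 when adjusted over the list alone), such as H2-Eb1, which presents antigen, by 1.33 (camera, adjusted p = 0.0496, and adjusted p = 0.34 with an estimated correlation). Neither of these 2 lists passed camera without the 5 libraries with over 8% of reads outside annotated features. The adjusted p was then 0.095 for NK and cytotoxic cells and 0.0757 for dendritic cells. With HC-24 all 14 Kupffer cell and macrophage genes had positive log2 fold changes, 0.18 (p = 0.355) for Adgre1, with a median of 0.14 and no gene passing, also when adjusted over the list alone (camera, adjusted p = 0.00856, and adjusted p = 0.708 with an estimated correlation; 0.158 with camera without vehicle 13 and 0.144 without HC-24 37). The lipid-associated macrophage list had a median of −0.02, against a set test pointing up (camera, adjusted p = 0.899).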

Similar to what was observed for the B- and T-cell population, F4/80-positive crown like structures were significantly increased by HFD relative to chow, and this was not affected by treatment with HC-24.

**Figure 3:**
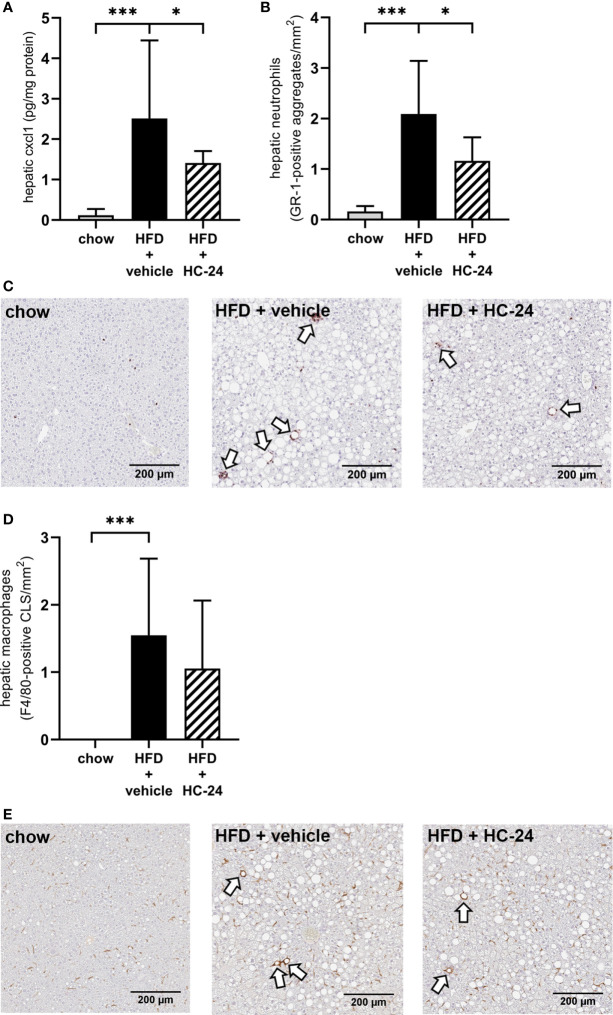
HC-24 treatment reduces neutrophil infiltration in Ldlr-/-.Leiden mice fed a translational HFD for 24 weeks. **(A)** Concentration of the neutrophil chemokine CXCL1 in liver tissue of chow, HFD + vehicle control and HFD + HC-24 groups. **(B)** Quantification of the immunohistochemical staining for the neutrophil marker GR-1, showing the number of GR-1-positive aggregates for each group. **(C)** Representative photomicrographs of immunohistochemical staining for the neutrophil marker GR-1 in cross sections of the medial lobe of the liver. Arrows indicate neutrophilic aggregates. **(D)** Quantification of the immunohistochemical staining for the macrophage marker F4/80, showing the number of F4/80-positive crown-like structures for each group. **(E)** Representative photomicrographs of immunohistochemical staining for the macrophage marker F4/80 in cross sections of the medial lobe of the liver. Arrows indicate F4/80-positive crown-like structures. HFD, high-fat diet; CLS, crown-like structure. Data shown are mean ± SD. *p < 0.05, ***p < 0.001 compared with HFD + vehicle.

### Biochemical Analysis of Liver Lipids Revealed an Effect of HC-24 on Hepatic Free Cholesterol Accumulation, Confirming the Observed Effects on the Gene Expression Level

Since free cholesterol is a potent inducer of hepatic inflammation and appeared to be critically affected by HFD feeding, we next investigated whether the predicted effect on cholesterol accumulation in the liver (based on observed gene signalling patterns downstream from cholesterol) may underlie the observed anti-inflammatory effects. For this, we first performed a biochemical analysis of intrahepatic lipids to confirm the predicted effect on hepatic cholesterol. This analysis showed that – like in NAFLD patients – triglycerides are the main lipid species that accumulate in the liver of HFD-fed mice (**Figure 4A**). In line with what was observed histologically, treatment with HC-24 did not affect the bulk storage of lipids as triglycerides (**Figure 4A**). In addition to triglycerides, cholesterol – both in the esterified form and in the free, unesterified form – also built up during NAFLD development, as can be observed in HFD-fed mice (**Figures 4B, C**). Treatment with HC-24 significantly reduced the build-up of free cholesterol (**Figure 4C**). To further substantiate this effect on hepatic cholesterol accumulation and to investigate how HC-24 affected hepatic free cholesterol levels, we investigated whether HC-24 had an effect on whole-body cholesterol balance. For this we measured faecal cholesterol excretion (in the form of neutral sterols and bile acids) and combined this with the dietary intake of cholesterol to calculate net excretion/production of cholesterol (**Figures 4D, E** and **Supplemental Table 5**). This analysis revealed that in HFD-fed Ldlr-/-.Leiden mice, there is a net production of cholesterol in the body (i.e., more cholesterol is excreted via the faeces than is consumed via the diet). Treatment with HC-24 significantly lowered the net production of cholesterol, in line with the effects on intrahepatic cholesterol accumulation. Furthermore, the levels of hepatic free cholesterol showed a significant positive correlation with hepatic inflammation (number of inflammatory cell foci; Spearman r = 0.78, p<0.001; **Figure 4F**), providing a rationale for the observed simultaneous effects of HC-24 on cholesterol homeostasis and liver inflammation.

**Figure 4:**
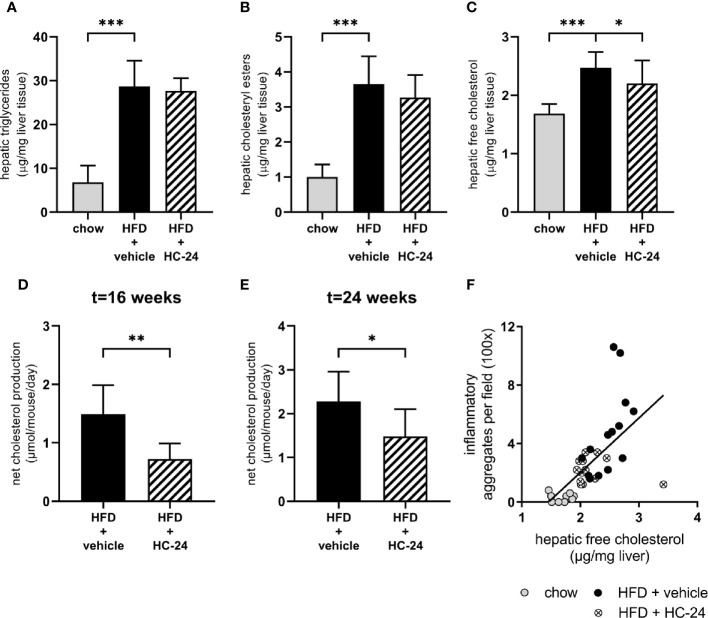
HC-24 treatment reduces free cholesterol accumulation in the liver of Ldlr-/-.Leiden mice fed a translational HFD for 24 weeks. **(A)** Hepatic triglyceride content. **(B)** Hepatic cholesteryl ester content. **(C)** Hepatic free cholesterol content. **(D)** Net whole-body cholesterol production in week 16 of the study. **(E)** Net whole-body cholesterol production in week 24 of the study. **(F)** Pearson correlation between free cholesterol in the liver and the histologically determined number of inflammatory aggregates in the liver. HFD, high-fat diet. Data shown are mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 compared with HFD + vehicle.

## Discussion

This study shows that accumulation of free cholesterol in the liver, under translational dietary conditions, is associated with hepatic inflammation and can be modulated by a multicomponent medicinal product HC-24, resulting in reduced inflammatory aggregates with fewer neutrophils, a cell type that is characteristic for human NASH.

Many conventional rodent models for NAFLD rely on supplementation of diets with high (supraphysiological) levels of cholesterol to induce liver inflammation (48). While the accumulation of cholesterol *per se* is not irrelevant for NAFLD pathogenesis, since hepatic free cholesterol is also increased and associated with disease severity in NAFLD patients (9, 10), such models strongly emphasise the role of dietary cholesterol in NAFLD. Furthermore, they imply that an increased cholesterol uptake and a greater hepatic influx of cholesterol the portal blood are pathogenically relevant processes for humans that are causal to the observed accumulation of free cholesterol and liver inflammation. Although there is some associative evidence from an observational study that showed increased dietary cholesterol intake in NASH patients relative to controls (49), this does not demonstrate a causal link between cholesterol intake and hepatic inflammation in humans as such. Indeed, a controlled human intervention study by Tannock et al. (50) showed no evidence for an inflammation-inducing effect of dietary cholesterol in insulin-resistant subjects (i.e., the patient group that is at increased risk for NAFLD/NASH). Despite a strongly increased dietary cholesterol intake, there was no increase in plasma SAA or CRP levels, the latter being the most sensitive liver-specific inflammation marker available. Hence, the available evidence does not support the concept that dietary cholesterol, at relevant doses achieved in human diets, is an inducer of liver inflammation in humans. Rodent models that rely strongly on supraphysiological cholesterol supplementation most likely specifically allow investigation of direct hepatotoxic effects of dietary cholesterol. In the current study, we used a more comprehensive model for NAFLD that makes use of more translational dietary conditions and may better reflect the multifactorial and multi-organ nature of the disease (e.g., with an obese and insulin-resistant phenotype, with the involvement of adipose tissue hypertrophy and inflammation and increased gut permeability). We show here that hepatic cholesterol homeostasis is also deregulated under these more translational experimental conditions with realistic dietary cholesterol concentrations, leading to free cholesterol accumulation which contributes to the hepatic inflammatory response.

Given the multifactorial aetiology of NAFLD that involves deregulation of a multitude of pathways as drivers of disease progression, it seems appropriate to use a multitarget approach to combat the disease. Such an approach is increasingly considered the new paradigm for drug development for NAFLD, with numerous combination therapies currently under investigation (51–53). Here we used a multicomponent therapy with natural ingredients (HC-24) to attenuate NAFLD development, and studied its effects on several organs considered to be involved in the pathogenesis, i.e., adipose tissue (54, 55) and gut (permeability) (56, 57) in addition to the liver. We show here that HC-24 did not affect adipose tissue mass (measured as total body fat percentage as well as by the weight of several individual adipose tissue depots), adipocyte hypertrophy or adipose tissue inflammation in two visceral white adipose tissue depots (the epididymal and the mesenteric depots), and that disease-associated increased gut permeability was also not affected by HC-24 treatment – together indicating that the NASH-attenuating effect of HC-24 is most likely localised to the liver specifically rather than (partly) attributable to indirect effects via the adipose tissue or the gut.

In the liver, we observed a pronounced reduction in lobular inflammation in animals treated with HC-24. This reduction in inflammatory aggregates was associated with a decrease in the accumulation of free cholesterol in the liver which corresponded with the observed reduction in whole-body cholesterol production. A subsequent correlation analysis revealed that the number of inflammatory aggregates in the liver was strongly and significantly correlated with hepatic free cholesterol content, thus providing a potential explanation for the observed beneficial effects of HC-24 in NAFLD. These findings are in line with an earlier rodent study that showed a positive correlation between hepatic free cholesterol concentrations and hepatic NFκB activation, both of which were reduced after treatment with an anthocyanin-rich plant extract (58). An orchestrated adaptation of cholesterol biosynthesis and metabolism pathways and connected inflammatory pathways in both the liver and the adipose tissue was also observed in another study in response to a high-fat diet with a natural cholesterol content (59).

Besides these effects on transcriptional control mechanisms, another proposed mechanism by which cholesterol induces inflammation is by induction of physical cellular damage [for instance through formation of cholesterol crystals (60)] – which can result in the release of damage-associated molecular patterns (DAMPs) that function as a chemotactic signal for neutrophils (61) and may thus underlie the observed effect on neutrophil infiltration. Additionally, cholesterol loading in macrophages has been shown to induce expression of IL-8 – a potent neutrophil chemoattractant (62) – and cholesterol enrichment in neutrophil membranes has been found to enhance neutrophil adhesion and arrest, thereby increasing their potential for extravasation (63). In line with this, we found that the neutrophil chemokine CXCL1 was increased in livers of HFD control mice. This corresponds with observations in human NASH livers, which show a strong upregulation of CXCL1 that is not observed in livers from patients with simple steatosis (64, 65). Of note, other HFD-fed mouse models of NASH do not show this upregulation of CXCL1 (65, 66). A recent report by Hwang et al. (65) showed that overexpression of *Cxcl1* in HFD-fed mice was sufficient to induce NASH (recapitulating the pathological features of human NASH), thus further underlining the importance of this chemokine. Treatment with HC-24 significantly reduced CXCL1 expression in the liver — both on the gene expression level and on the protein level — and reduced infiltration of neutrophils into the liver. Although the infiltration of neutrophils is recognised as a defining characteristic of human NASH (67), their precise role in the pathogenesis of NASH has not been completely elucidated. However, their ability to release a potent cocktail of reactive oxygen species and proteases is thought to make them a potential cause of extensive tissue damage as demonstrated in other liver diseases (68, 69). This notion is further substantiated by the above-mentioned study on CXCL1-induced NASH (65), which provides several lines of evidence that neutrophils promote NASH development through production of ROS that activate several stress kinases (ASK1, p38/JNK-CASP3 pathway) in the liver, resulting in liver injury, inflammation and fibrosis. Conversely, depletion of neutrophils in HFD-fed mice reduces development of NASH (70). Since hepatic inflammation in the current study showed a clear correlation with hepatic free cholesterol levels, it is likely that the observed anti-inflammatory effects of HC-24 are (at least in part) secondary to the improvement of cholesterol homeostasis observed in HC-24-treated animals.

Overall, our results show that free cholesterol accumulates in the liver of Ldlr-/-.Leiden mice under physiologically translational dietary conditions and that this build-up of free cholesterol is associated with the development of hepatic inflammation. Treatment with the multicomponent medicinal product HC-24 reduces this free cholesterol accumulation and has molecular and cellular anti-inflammatory effects in the liver.

## Data Availability Statement

The data has been uploaded to the GEO database, under accession number GSE163652.

## Ethics Statement

The animal study was reviewed and approved by Animal Welfare Body (IvD) TNO the Netherlands (approval number 3682/TNO-210).

## Author Contributions

RK, YB, BS, and MM contributed to conception and design of the study. EG, WD, and AMe collected the data. LV, MC, KS, and MM analyzed the data. AMu, RK, NK, YB, BS, and MM interpreted the data. AMu, RK, and MM wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was performed within the public-private partnership (PPP) ProLiver, a collaboration project that is co-funded by a PPP Allowance made available by Health~Holland, Top Sector Life Sciences & Health, to stimulate public-private partnerships. Heel GmbH was one of the private partners that contributed funding to the PPP ProLiver. The work described here was also supported by the TNO Research Programs Food and Nutrition and Biomedical Health.

## Conflict of Interest

AMu and BS are employees of Heel GmbH. NK and YB are former employees of Heel GmbH. Heel GmbH was involved in the design of the study and the preparation of the manuscript. Heel GmbH was not involved in data acquisition or data analysis. The publication of this study was a requirement of the funding received from Health~Holland, Top Sector Life Sciences & Health.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Cholesterol Accumulation as a Driver of Hepatic Inflammation Under Translational Dietary Conditions Can Be Attenuated by a Multicomponent Medicine
**Source:** Front Endocrinol (Lausanne). 2021 Mar 18;12:601160. doi: 10.3389/fendo.2021.601160
**Supplement:** Supplementary file 1

**Supplemental table 1. Composition of HC-24**

| **Component** | | **Manufacturing method (Ph. Eur.)** | **µg/ml in HC-24** |
| --- | --- | --- | --- |
| *Plant extracts* | | | |
|  | *Avena sativa L.* (Oat), fresh aerial parts | Method 1.1.1 | 0,02 |
|  | *Chelidonium majus L.* (Greater celandine), fresh rhizome and adherent roots | Method 1.1.5 | 0,3 |
|  | *Cinchona pubescens* (Cinchona), dried bark | Method 1.1.8 | 10 |
|  | *Cynara scolymus L.* (Artichoke), fresh epigeal flowering parts | Method 1.1.5 | 0,03 |
|  | *Lycopodium clavatum L.* (Club moss), dried ripe spores | Method 1.1.8 | 10 |
|  | *Silybum marianum* (Milk thistle), mature fruit devoid of the pappus of the fruit | Ph. Eur 8.0/1860 | 10 |
|  | *Taraxacum officinale* (Dandelion), whole fresh flowering plants | Method 1.1.3 | 2 |
|  | *Veratrum album L* (White hellebore), dried rhizome and adherent roots | Method 1.1.8 | 10 |
| *Chemical substances* | | | |
|  | α-ketoglutaric acid | Method 3.1.1 | 1E-6 |
|  | Fumaric acid | Method 3.1.1 | 1E-6 |
|  | Malic acid | Method 3.1.1 | 1E-6 |
|  | Orotic Acid Monohydrate | Method 4.1.1 | 0,01 |
|  | Thioctic acid | Method 4.1.1 | 1E-4 |
|  | Calcium carbonicum Hahnemanni (inner parts of broken shells of the oyster) | Method 4.1.1 | 1E-24 |
|  | Cyanocobalamin (vitamin B12) | Method 3.1.1 | 1 |
|  | Histamin | Method 3.1.1 | 1E-6 |
|  | Diethyloxalacetate, sodium | Method 4.1.1 | 1E-6 |
|  | Sulphur | Method 4.1.1 | 1E-9 |
| *Extracts of organs from healthy pigs* | | | |
|  | Liver | Method 2.1.1 | 1E-4 |
|  | Colon | Method 2.1.1 | 1E-6 |
|  | Duodenum | Method 2.1.1 | 1E-6 |
|  | Pancreas | Method 2.1.1 | 1E-6 |
|  | Thymus | Method 2.1.1 | 1E-6 |
|  | Gall bladder | Method 2.1.1 | 1E-6 |

Ph. Eur. = European Pharmacopoeia

# Supplementary material for: Cholesterol Accumulation as a Driver of Hepatic Inflammation Under Translational Dietary Conditions Can Be Attenuated by a Multicomponent Medicine
**Source:** Front Endocrinol (Lausanne). 2021 Mar 18;12:601160. doi: 10.3389/fendo.2021.601160
**Supplement:** Supplementary file 3

**Supplemental table 5. Bile acid and neutral sterol excretion and cholesterol intake at t=16 weeks and t=24 weeks**

|  | | **t=16 weeks** | | |  | **t=24 weeks** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | | **chow** | **HFD + vehicle** | **HFD + HC-24** |  | **chow** | **HFD + vehicle** | **HFD + HC-24** |
| **Total bile acid excretion** | | 1.46 ± 0.34 | 1.53 ± 0.16 | 0.92 ± 0.12 |  | 1.72 ± 0.32 | 2.25 ± 0.24 | 1.6 ± 0.26 |
|  | cholic acid excretion | 0.10 ± 0.04 | 0.07 ± 0.03 | 0.03 ± 0.01 |  | 0.06 ± 0.01 | 0.11 ± 0.03 | 0.10 ± 0.03 |
|  | deoxycholic acid excretion | 0.71 ± 0.21 | 0.92 ± 0.09 | 0.54 ± 0.11 |  | 0.89 ± 0.23 | 1 ± 0.13 | 0.68 ± 0.16 |
|  | litocholic acid excretion | 0.068 ± 0.019 | 0.017 ± 0.004 | 0.015 ± 0.003 |  | 0.057 ± 0.014 | 0.087 ± 0.017 | 0.044 ± 0.009 |
|  | β-muricholic acid excretion | 0.15 ± 0.04 | 0.18 ± 0.01 | 0.12 ± 0.01 |  | 0.23 ± 0.05 | 0.34 ± 0.04 | 0.24 ± 0.04 |
|  | ω-muricholic acid excretion | 0.24 ± 0.05 | 0.24 ± 0.02 | 0.16 ± 0.01 |  | 0.39 ± 0.03* | 0.61 ± 0.06 | 0.47 ± 0.04 |
|  | hyodeoxycholic acid excretion | 0.13 ± 0.01* | 0.09 ± 0.01 | 0.05 ± 0.01* |  | 0.09 ± 0.01 | 0.1 ± 0.01 | 0.06 ± 0.01 |
| **Total neutral sterol excretion** | | 2.09 ± 0.06* | 0.75 ± 0.11 | 0.82 ± 0.19 |  | 2.25 ± 0.22 | 1.59 ± 0.81 | 0.93 ± 0.22 |
|  | coprostanol excretion | 0.019 ± 0.003* | 0.003 ± 0.001 | 0.003 ± 0.001 |  | 0.031 ± 0.004 | 0.014 ± 0.006 | 0.008 ± 0.001 |
|  | cholesterol excretion | 1.87 ± 0.05* | 0.61 ± 0.09 | 0.69 ± 0.17 |  | 2.01 ± 0.21 | 1.32 ± 0.7 | 0.78 ± 0.20 |
|  | cholestanol excretion | 0.105 ± 0.007 | 0.115 ± 0.012 | 0.093 ± 0.01 |  | 0.105 ± 0.009 | 0.142 ± 0.021 | 0.096 ± 0.007 |
|  | lathosterol excretion | 0.094 ± 0.009* | 0.022 ± 0.005 | 0.035 ± 0.012 |  | 0.109 ± 0.02 | 0.113 ± 0.089 | 0.04 ± 0.014 |
| **Cholesterol intake** | |  | 0.74 ± 0.01 | 0.77 ± 0.02 |  |  | 0.86 ± 0.04 | 0.89 ± 0.04 |

Bile acid and neutral sterol excretion are expressed as µmol/mouse/day. Cholesterol intake is expressed as µmol/mouse/day. * p < 0.05 vs HFD + vehicle at the same timepoint.

How the deposited data were processed for this re-analysis (not part of the article)

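RNA from the left liver lobe of 36 male Ldlr-/-.Leiden mice (10 chow, 13 HFD + vehicle, 13 HFD + HC-24) was sequenced by the authors from strand-specific libraries of polyadenylated RNA as single reads of 75 bases. The paper gives an age of 13 to 16 weeks at the start and the labels of the series 13 to 26 weeks, and both place the start of treatment after 6 weeks of HFD. The paper excluded 3 mice as biological outliers and 1 HFD + vehicle mouse as a technical outlier; the 4 further columns of the joined count table match no labelled sample and were not used. The authors deposited raw read counts per gene, made with Trimmomatic, STAR and HTSeq, whose versions and genome build are not given in the sources used here. All 36 libraries are identical in the joined table and in the files per sample. The reads that HTSeq assigned to no gene are listed apart and were left out of the totals. Reads outside annotated features made up 5 to 12.25% in chow, 5.36 to 8.86% in HFD + vehicle and 5.11 to 9.41% in HFD + HC-24, and reads aligned to several places 28.87 to 38.3%, 24.43 to 33.16% and 22.76 to 30.47%. Mitochondrial genes held 3.75 to 12.94%, 3.4 to 7.76% and 1.34 to 7.74% of gene counts.
Of 47069 gene identifiers, 46488 were found in GENCODE M21 (GRCm38), which gives the coordinates printed here. The symbols are those the authors deposited with the counts. Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10), which left 13052 of the 26469 with at least 1 count, normalized by TMM and fitted in 1 quasi-likelihood model with 3 groups. Diet (HFD + vehicle against chow), treatment (HFD + HC-24 against HFD + vehicle) and HFD + HC-24 against chow were tested, with Benjamini-Hochberg adjustment over all genes at 0.05. The paper's own threshold, an unadjusted p of 0.01 with DESeq2, was also counted. Values in CPM use TMM-normalized library sizes, and log2 CPM a prior count of 2. With totals of 6603915 to 23025931 counts per liver, genes under 1 CPM rest on few counts and carry wide errors.
Lists of genes were written before the data were examined: B-cells, T-cells, neutrophils, NK and cytotoxic cells, dendritic cells, Kupffer cells and macrophages, lipid-associated macrophages, sinusoidal endothelium, fibrosis and stellate cells, bile duct epithelium, mesothelium, red blood cells, pancreas and adipose tissue, hepatocyte identity, pericentral and periportal zones, male- and female-biased liver genes, the responses to TGF-β, IL-17A, IL-1β and interferon, cytokine and innate signalling, chemokines, acute phase, cell cycle, immediate early genes, the circadian clock, the unfolded protein response, NRF2 and glutathione, xenobiotic metabolism, 3 lists of fatty acid and lipid droplet genes, 4 of cholesterol and 2 of bile acids. The 41 lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with the correlation estimated for each list, and with fry. The mean log2 CPM of a list was compared between groups by a two-sided permutation test with 1e+05 resamples. The genes named are the ones the paper names, up to 8 per direction and comparison (largest fold change among genes at or over 5 CPM in 1 group whose groups do not overlap, or smallest p where fewer than 8 qualify), the 4 members of each list with the smallest p in each comparison, and a fixed set of key genes; any other is marked as named after its value was seen. The key gene Abcg8 stands in the paper's Supplemental Table 3, so its value counted as seen.
The tools were tested on simulated data, counts drawn from the fitted means and dispersions with known changes: edgeR recovered 64% of genes changed 1.5-fold and 83% changed 2-fold in the diet design, and 67% and 86% in the HC-24 design, with 6% and 5.6% false calls. Each gene was drawn independently, without correlation between genes and without libraries that stand apart. These rates therefore need not hold for the real mice. Alternatives chosen at the start were DESeq2 1.42.0, DESeq2's size factors in edgeR, every gene with a count, a mean of at least 1 CPM, a fit of only the 2 groups compared, limma voom with quality weights, and leaving out each of the 26 HFD mice. Fits without HFD + vehicle library 21, without 5 libraries with over 8% of reads outside annotated features, and with the shrunken fold changes of older DESeq2 versions over every gene with a count were added after the data had been seen, as were list tests with each HFD mouse left out and B-cell and T-cell list means with each mouse left out. Random splits of the mice, 100 per comparison, were fitted in the same way. The pathway software behind the paper's upstream regulators was not available, and its sets were replaced by the lists above. Histology, protein and plasma values of the paper were not analysed here.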

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

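The random splits of the mice were planned, and the tests on liver 21 and on the 5 libraries apart on the second principal component were chosen after the results had been seen.
Livers of HFD + HC-24 mice differed from chow livers in 4568 genes (2476 higher and 2092 lower, edgeR, adjusted p under 0.05), in a comparison of these libraries that the paper does not report. As many genes were called in 1 of 100 splits of these mice, the real one, and at most 75 in the others, so chance can be excluded. Gene groups outside those the paper discusses also changed between HFD + vehicle and chow. Of 16 cell cycle genes 12 rose (12 when adjusted over the list alone), such as the proliferation marker Mki67, with a log2 fold change of 1.81 (SE 0.29), and cyclin A, Ccna2, with 1.50 (camera, adjusted p = 2.34e-05, and adjusted p = 0.248 with an estimated correlation). Of 10 male-biased liver genes 8 fell (9 when adjusted over the list alone), such as the androgen-induced Cyp4a12a with −1.40 (SE 0.32) and the elongase Elovl3 with −1.39 (camera, adjusted p = 2.77e-05, and adjusted p = 0.248 with an estimated correlation). Of the xenobiotic metabolism genes 8 fell, and the hydroxylase Cyp2c55 had −1.97 (SE 0.20).
Among chow livers, 1 liver stood apart from the other 9 in 9 of 48 measures, where chance marks about 1 in 20 groups if measures are independent. These measures come from the same livers and are not independent, so the count cannot be set against that rate. All flagged values belong to chow libraries 2 and 5, both among the libraries with over 8% of reads outside annotated features. Chow library 2 had a mitochondrial share of 12.94% against 4.86 ± 1.29% (SD) in the others, a gap of 0.529 of the group's range. Its list means were also apart for bile acid synthesis (7.66 against 8.44 ± 0.124 log2 CPM, gap 0.597), hepatocyte identity (10.9 against 11.7 ± 0.155, gap 0.502), cytokine and innate signalling (2.39 against 1.85 ± 0.169, gap 0.473) and lipid-associated macrophages (3.12 against 2.21 ± 0.242, gap 0.484), and it had 22.09 CPM of Socs3 against 9.73 ± 2.94 (gap 0.484). Chow library 5 stood apart for the cell cycle (2.17 against 0.70 ± 0.197, gap 0.628), fatty acid and triglyceride synthesis (6.69 against 7.80 ± 0.226, gap 0.505) and fatty acid oxidation (6.35 against 7.56 ± 0.29, gap 0.471).
HFD + vehicle liver 21 stood apart in acute-phase and neutrophil genes: its mean log2 CPM exceeded that of the other 12 vehicle livers by 2.92 and 2.46 over these lists, but by 0.04 over chemokines and 0.10 over cytokine and innate signalling, and it differed by −1.39 over lipid droplets, −0.44 over cholesterol efflux, −3.35 over female-biased and 2.03 over male-biased genes. Its values over these last 4 lists, 4.61, 6.82, −0.22 and 8.11, lay near those of chow livers (5.00 ± 0.409, 6.89 ± 0.125, 1.01 ± 1.41 and 8.24 ± 0.778, SD) and go with a chow liver under a vehicle label. Against this, the liver lay on the HFD side in 63.3% of the 210 genes that separate chow from the other vehicle livers. Chow livers did in at most 35.8% and the other vehicle livers in 37.4 to 99.5%, each left out in turn and read over the genes that separate the rest. The 210 genes were not cleared of acute-phase genes, which rose on HFD and were high in this liver. The test therefore does not exclude a label error for liver 21. Of the 30 genes lower with HC-24 at an unadjusted p under 0.01, 6 stayed under 0.01 without it, so this liver is a candidate source of most of these differences. Whether HC-24 acts on Cxcl1 and Socs3 beyond that liver stays open, as the larger p of the pair without it was 0.039. No biological explanation was tested, since the design gives none for a single mouse.
The 5 libraries with over 8% of reads outside annotated features (chow 2 and 5, HFD + vehicle 11 and 14, HFD + HC-24 29) were the 5 farthest from their group's median on the second principal component, which held 16.9% of the variance. They came from all 3 groups, which argues against the diet or HC-24 as the cause. With every library thinned to the lowest total, 6603915 counts, these 5 of 5 stayed the farthest in each of 20 thinnings, the nearest of them at least 1.61 times as far from its group's median as any other library, which argues against depth. In 5 of 5, both the mitochondrial share and the level of 590 noncoding against 12250 protein-coding genes exceeded every other library of the group (at least 0.207 against at most 0.13 on the log2 scale), in line with a smaller share of spliced cytoplasmic mRNA in these RNA samples. What lowered that share stays open, since no record of dissection, storage or extraction was used here.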

How the results depend on the processing

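The settings without library 21, without the 5 libraries with over 8% of reads outside annotated features and with shrunken DESeq2 fold changes on every gene with a count were chosen after the data had been seen, as was leaving out single mice for the lists; the others were planned.
On HFD, 3680 (only the 2 groups compared) to 5050 (limma voom) genes changed, against 3931. Between HFD + HC-24 and chow, 4206 to 5884 genes changed. Of 258 named genes, limma voom left 235 on their side of the threshold on HFD, and 1 reversed: the clock gene Per2, with 0.46 (adjusted p = 0.0443) against −0.06; the cause was not tested.
With HC-24, 0 genes passed the adjusted threshold except under DESeq2, with 1, Mcf2l. At an unadjusted p under 0.01 the count of 37 became 230 over every gene with a count, where more genes are tested, 121 with limma voom, 78 without the 5 libraries and 17 without HFD + vehicle 21; with single HFD mice left out it ran from 17 to 53. Of the paper's listed genes 23 passed at that level, 11 without library 21, 29 with DESeq2, 34 over every gene with a count and 46 with shrunken DESeq2 over every gene with a count, which changes the tool and the filter together. Without library 21 the 30 listed genes tested here all kept their direction.
Cxcl1 (−0.73 with HC-24) and Socs3 (−0.88) had −0.34 and −0.43 with limma voom, which gives library 21 a weight of 0.442. With 1 HFD mouse left out Cxcl1 ran from −0.79 to −0.37 with HC-24 and from 0.97 to 1.38 on HFD, and Socs3 from −0.96 to −0.46 and from 0.17 to 0.65; the highest HC-24 values, −0.37 (p = 0.039) and −0.46 (p = 0.0194), are those without library 21. Gzma (1.36 with HC-24) had 0.57 with limma voom and ran from 0.62, without HC-24 37, to 1.51, and from 0.85 to 1.09 on HFD.
Camera called 24 lists on HFD and 2 with an estimated correlation. Fry called 31 on HFD, and camera 26 without library 21 and 21 without the 5 libraries. With HC-24 camera called 10, 6 without library 21, 12 without the 5 libraries (5 gained and 3 lost), 6 to 16 with single HFD mice left out, and 0 with an estimated correlation, as did fry. The T-cell difference on HFD was 0.21 (p = 0.099), and 0.22 (p = 0.039) without receptor chain genes; with single mice left out it ran from 0.16 to 0.25 (p = 0.0487, without chow 2), and the B-cell difference of 0.16 from 0.05 to 0.31 (p = 0.161, without chow 2). With HC-24 the B-cell difference ran from −0.13 to 0.01 and the T-cell difference from −0.02 to 0.12. Other causes were not tested. Depth limits genes under about 1 CPM, such as Gzma, with 0 to 89 counts per mouse.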

Differences from the paper's values

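The setting with shrunken DESeq2 fold changes on every gene with a count and the settings without named libraries or mice were chosen after the values had been seen; the other alternatives were set before the data were examined.
Of the genes in the paper's Supplemental Table 3, 1 of 30 that passed the filter differs beyond its error. For Mcf2l with HC-24 the paper's log2 fold change is −1.25 and the value here −1.60 (SE 0.35). Among the alternatives set before the data were examined, limma voom (−0.99) falls within the error of the paper's value, and DESeq2 (−1.65), DESeq2's size factors in edgeR (−1.60) and every gene with a count (−1.60) do not; with a mean of at least 1 CPM and with only the 2 groups, Mcf2l lies below the filter. Shrunken DESeq2 fold changes on every gene with a count, chosen after seeing the values, give −1.23 and leave no listed gene different on either comparison, and 46 of the paper's 50 genes have an unadjusted p under 0.01, against 29 with DESeq2 on the filtered genes and 34 with edgeR on every gene with a count. This setting changes the tool and the filter together, and which of these matters was not tested. Across the 30 genes, which are not independent replicates, the paper's and these log2 fold changes with HC-24 had a Pearson r of 0.997 and a Spearman rho of 0.999.
The other 20 listed genes, among them Gzma, lie below the filter. In the fit of every gene with a count, 11 of these 20 differ from the paper's fold change with HC-24 and 4 on HFD, 1 with the opposite sign on HFD.
The paper's list holds 50 genes at an unadjusted p under 0.01, 25 lower and 25 higher. The count here, 37 with 30 lower and 7 higher, lies within 1.5 times of it, as do 36 with DESeq2's size factors, 37 with a mean of at least 1 CPM and 47 with shrunken DESeq2 on every gene with a count. DESeq2 (32), only the 2 groups (28), limma voom (121), every gene with a count (230) and the fits without library 21 (17) and without the 5 libraries (78) do not. Similar totals do not mean the same genes: of the 37 here, 23 are on the paper's list. Prtn3, Saa2, Orm2 and Slc13a5, all highest in library 21 among vehicle livers, are not on it.
The paper states that B-cells and T-cells rose on HFD, from gene sets that its text does not list. Here the B-cell list differed by 0.16 (permutation p = 0.513) and the T-cell list by 0.21 (permutation p = 0.099), by 0.31 (permutation p = 0.161) and 0.25 (permutation p = 0.0487) without chow 2, and by 0.24 (permutation p = 0.32) and 0.22 (permutation p = 0.0812) without vehicle 21. Without receptor chain genes the T-cell list differed by 0.22 (permutation p = 0.039), and of single genes Blnk, Bank1, Icos, Cd8a and Tcf7 rose and Ighm and Cd4 fell.
The paper states that its HC-24 genes overlap significantly with targets of TGF-β, IL-17A and IL-1β, by pathway software with target sets of its own. In the lists used here, 0 of 18 TGF-β genes and 2 of 11 IL-17A genes were lower when adjusted over the list alone (camera, adjusted p = 0.638 and 0.126; without library 21 the IL-17A pair, Lcn2 and Cxcl1, had p = 0.432 and 0.039), and 5 of 18 IL-1β genes were (camera, adjusted p = 0.0314, and adjusted p = 0.708 with an estimated correlation; 0.634 with camera without library 21).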

Other observations

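The random splits and the test of opposed changes were planned, and no test reported here was chosen after the result had been seen, apart from the fits without library 21 and the list tests without single mice.
On HFD, some zonal, sex-biased, hepatocyte identity and immediate early genes changed. Of 5 female-biased genes, 3 rose and 1, the proton pump subunit Atp6v0d2, fell (as many when adjusted over the list alone; camera, adjusted p = 0.13, and 0.0299 with fry), and the cytochromes Cyp2b13, Cyp2b9 and Cyp2a4 had log2 fold changes of 4.60 (SE 0.76), 2.97 and 2.10. Of 10 pericentral genes 5 fell (6 when adjusted over the list alone; camera, adjusted p = 0.00484, and adjusted p = 0.248 with an estimated correlation): Cyp1a2, Cyp27a1, Rhbg, Lgr5 and, named after its value was seen, Cyp2e1. Of 10 periportal genes 7 fell and 1, Hsd17b13 of lipid droplets, rose by 0.98 (as many when adjusted over the list alone; camera, adjusted p = 0.0168, and adjusted p = 0.304 with an estimated correlation), and the histidine lyase Hal fell by 0.96. Of 12 genes of hepatocyte identity 4 fell (4 when adjusted over the list alone), Serpina1c, Tat, Cps1 and Ttr (camera, adjusted p = 0.00447, and adjusted p = 0.293 with an estimated correlation). Of 11 immediate early genes 6 rose, such as Klf6 by 1.28 and Jun by 1.06, and 1 fell, Ier2, named after its value was seen (7 and 3 when adjusted over the list alone; camera, adjusted p = 0.0252, and adjusted p = 0.279 with an estimated correlation).
The lists in this paragraph did not pass camera on HFD with all mice. Without library 21, camera called NRF2 and glutathione (adjusted p = 0.0274) and sinusoidal endothelium (adjusted p = 0.0301). With all mice, fry called NRF2 and glutathione (adjusted p = 0.0299), sinusoidal endothelium (0.0307), bile acid transport (0.00212), mesothelium (0.000904) and pancreas (0.001). The permutation test of list means called the last 4 of these (adjusted p from 0.00217 to 0.0377). Of 12 NRF2 and glutathione genes 5 rose, such as heme oxygenase Hmox1 by 1.26, and 2 fell, Gsta2 by 1.53 and Gsta4 (7 and 2 when adjusted over the list alone; camera, adjusted p = 0.0842). Of 14 genes of the unfolded protein response 2 rose, Atf3 and Chac1, and 2 fell, Atf4 and the asparagine synthetase Asns, the latter by 3.11 (2 and 2 when adjusted over the list alone; adjusted p = 0.939). Of 12 genes of sinusoidal endothelium 5 rose, Cdh5, Pecam1, Stab2, Lyve1 and Klf4 (5 when adjusted over the list alone; adjusted p = 0.105). Of 11 genes of bile acid transport 1, Abcb4, rose and 3 fell, the export pump Abcb11 by 0.69, the uptake carrier Slc10a1 by 0.73 and Nr1h4 (1 and 4 when adjusted over the list alone; adjusted p = 0.101). Of 16 clock genes Per1 rose and Clock, Rorc and Arntl fell (1 and 3 when adjusted over the list alone; adjusted p = 0.355). Of 4 mesothelial genes Krt8 and Wt1 rose (3 when adjusted over the list alone; adjusted p = 0.104), of 5 red blood cell genes Alas2 fell (1 when adjusted over the list alone; adjusted p = 0.512), and of 6 bile duct genes none passed (0 when adjusted over the list alone; adjusted p = 0.939). The only measured pancreas gene, Cela1, fell by 0.82 (adjusted p = 0.136 as a list), and the only adipose gene, Cfd, had −0.42 (adjusted p = 0.768 as a list).
With HC-24, camera called 10 of 41 lists, all at an adjusted p = 0.708 with an estimated correlation, and 0 genes of any list passed over all genes. Besides the cholesterol synthesis, macrophage and IL-1β lists these were acute phase (lower, adjusted p = 1.47e-09; 9 genes lower when adjusted over the list alone; 0.0347 without library 21), interferon response (higher, median 0.21, adjusted p = 7.6e-06; 0.124 without HC-24 37), fatty acid oxidation (higher, 0.000182), lipid droplets (higher, 0.000632; 0.0374 without library 21), cell cycle (higher, 0.00719; 0.0681 without library 21 and 0.158 without vehicle 13), NRF2 (higher, 0.0231; 0.45 without library 21) and male-biased genes (lower, 0.0268; 0.347 without library 21). The difference of the list means went from 0.17 to 0.08 for interferon without HC-24 37 and from 0.22 to 0.11 for lipid droplets without library 21. With each of the 26 HFD mice left out in turn, the acute-phase, cholesterol synthesis, fatty acid oxidation and lipid droplet lists kept an adjusted p under 0.05 in 26 fits, interferon in 25, macrophages and cell cycle in 22, NRF2 in 21, IL-1β in 18 and male-biased genes in 15. Interferon-induced Usp18 had a log2 fold change of 0.51 (SE 0.21, p = 0.0191), and Fgf21, a hormone of the fasting liver, 0.63 (SE 0.25, p = 0.015). The fibrosis list had a median of −0.01, with a set test pointing up (adjusted p = 0.462). The other lists had adjusted p from 0.051 to 0.97.
Over random splits of the mice, at least as many genes as the real 3931 changed on HFD were called in 1 of 100, the real one. The others called at most 1320, so chance can be excluded for the number of genes. As many lists as the real 24 were also called in 1 of 100, the real one. Other splits called up to 22 lists, so the real count lay only just above them. Splits made at random thus also call many lists with the preset correlation, so a camera call alone does not exclude chance for a single list. The permutation test of list means, which shuffles whole mice, gave the 24 lists adjusted p of 5.86e-05 to 0.0258. These values argue against chance for the difference between the groups in those lists. That test does not compare a list with other genes. For HC-24 chance could not be excluded: 86 of 100 splits of the HFD mice called as many genes at an unadjusted p under 0.01 as the real 37, and 57 of 100 as many lists as the real 10, with up to 859 genes and 25 lists in the others. Splits that call several times the real count point to structure among the HFD mice that HC-24 does not follow.
Changes with HC-24 were not opposed to those of the diet over all genes: across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had r = 0.19. In random splits, where the vehicle mice are also shared, the median r was −0.14 (−0.71 to 0.495), and 89 of 100 splits had an r as low as the real one. With separate vehicle mice (7 and 6) for each comparison, the median r was 0.20 (−0.37 to 0.66). Of the genes at an unadjusted p under 0.01 with HC-24, 70.3% were opposed to the diet, against a median of 67.5% and up to 98.2% in random splits, so the shared vehicle group could account for that share. In the paper's Supplemental Table 3, 32 of 50 genes are opposed.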
